# Paneth cell–derived growth factors support tumorigenesis in the small intestine

**DOI:** 10.26508/lsa.202000934

**Published:** 2020-12-28

**Authors:** Qing Chen, Kohei Suzuki, Luis Sifuentes-Dominguez, Naoteru Miyata, Jie Song, Adam Lopez, Petro Starokadomskyy, Purva Gopal, Igor Dozmorov, Shuai Tan, Bujun Ge, Ezra Burstein

## Abstract

Paneth cells (PCs) are small intestinal epithelial cells that secrete antimicrobial peptides and growth factors, such as Wnt ligands. Intriguingly, the context in which PC-derived Wnt secretion is relevant in vivo remains unknown as intestinal epithelial ablation of Wnt does not affect homeostatic proliferation or restitution after irradiation injury. Considering the importance of growth factors in tumor development, we explored here the role of PCs in intestinal carcinogenesis using a genetic model of PC depletion through conditional expression of diphtheria toxin-α subunit. PC depletion in *Apc*^*Min*^ mice impaired adenoma development in the small intestine and led to decreased Wnt3 expression in small bowel adenomas. To determine if PC-derived Wnt3 was required for adenoma development, we examined tumor formation after PC-specific ablation of *Wnt3*. We found that this was sufficient to decrease small intestinal adenoma formation; moreover, organoids derived from these tumors displayed slower growth capacity. Overall, we report that PC-derived Wnt3 is required to sustain early tumorigenesis in the small bowel and identify a clear role for PC-derived Wnt production in intestinal pathology.

## Abstract (precis)

Paneth cells, known for their production of antimicrobial peptides and growth factors in the gut epithelium, are found to play a key role in intestinal tumor formation through secretion of Wnt3.

## Introduction

Colorectal adenocarcinoma is an important cancer site worldwide, and is the second most common cause of cancer death in men and women in the United States, with a lifetime risk of ∼6% (Brenner et al, 2014; Mattiuzzi et al, 2019). This tumor originates from premalignant neoplastic lesions, known as adenomas, which are typically initiated by mutations in the Wnt pathway, a key regulator of stem cell growth (Koch, 2017; Nusse & Clevers, 2017). Specifically, inactivation of the *APC* gene (or mutations that result in functionally similar outcomes) are early events that lead to activation of signaling events normally triggered by Wnt ligands (Gammons & Bienz, 2018). These mutations prevent constitutive degradation of β-Catenin, which is normally observed in the absence of Wnt. As such, these mutations mimic Wnt ligand activity in the absence of ligand–receptor interactions, leading to excess proliferation and adenoma formation (Krausova & Korinek, 2014). Small bowel adenocarcinoma, although less common than colorectal adenocarcinoma, is thought to follow a similar pathogenetic pathway. In fact, germline mutations in *APC* result in familial adenomatous polyposis (FAP) in humans, which is characterized by intestinal polyposis that affects both the colon and small intestine. Although colonic disease is more severe resulting in 70–100% lifetime risk for colon cancer, these patients have 4–12% lifetime risk of small bowel adenocarcinoma (Kanth et al, 2017). For unclear reasons, mutations in *Apc* in mice, but not in rats, lead to polyposis that is small bowel predominant (Irving et al, 2014).

In the normal small intestinal epithelium, stem cells reside in close proximity to Paneth cells (PCs) at the bottom of the crypt (Clevers & Bevins, 2013). Interestingly, classically appearing PCs are absent in the normal colon, but recent single cell RNA-seq studies indicate that there is a PC-like lineage in the colonic epithelium as well (Wang et al, 2020). Furthermore, it has been known for some time that states of chronic inflammation, such as chronic ulcerative colitis, predispose to colon cancer and give rise to colonic PC metaplasia (Sandow & Whitehead, 1979). PCs are characterized by typical secretory morphology and the production of antimicrobial peptides, such as members of the Defensin family, which contribute to intestinal innate immunity (Bevins & Salzman, 2011; Chu et al, 2012). In addition, PCs are known to be a source of Wnt ligands, particularly Wnt3 and Wnt3a (Sailaja et al, 2016), and given their close proximity to epithelial stem cells at the bottom of the crypt, PCs were thought to function as “niche cells” for the intestinal epithelium, as supported mainly by evidence from organoid culture systems (Sato et al, 2011b). While the initial studies reported by Sato demonstrated a reduction in the stem cell compartment upon Paneth cell loss, in vivo studies from other laboratories indicated that Paneth cells are not the obligatory niche cell for the intestinal epithelium (Garabedian et al, 1997; Durand et al, 2012; Kim et al, 2012). Rather, stromal cells in the lamina propria were found to be essential to support ex-vivo growth of crypts when epithelial sources of Wnt were ablated, and importantly, no alterations of epithelial proliferation or lineage differentiation were noted at baseline or in response to acute radiation injury upon pan-epithelial ablation of Porcupine, an essential enzyme in the production of Wnt (Kabiri et al, 2014). Subsequent studies identified specialized mesenchymal cells called “telocytes,” which form a pericryptal sheath at the base of the crypt, as the critical stromal source for Wnt in the intestine (Shoshkes-Carmel et al, 2018). Thus, it remains unclear what is physiologic or pathologic role for PC-derived Wnt production. Here, we examined the potential role of PCs and their secretion of Wnt in intestinal tumorigenesis.

## Results

### Cells of PC lineage are present in intestinal adenomas

Prior studies have reported the presence of cells with straining characteristics of PCs in intestinal adenomas in humans (Gibbs, 1967; Mahon et al, 2016), the benign neoplastic precursor lesion for most intestinal cancers. Similar reports have been made in the *Apc*^*Min*^ mouse model of adenomatous polyposis (Husoy et al, 2006), as well as other intestinal tumor models (Feng et al, 2013). First, we examined whether we could detect cells with PC features in intestinal adenomas. PCs are known to express lysozyme, which is commonly used to identify these cells in histologic sections. Using this approach, we found lysozyme-positive cells in adenomas of *Apc*^*Min*^ mice (Fig 1A and B), particularly in the small intestine, and the same was true of human small intestinal and colonic adenomas (Fig 1C and D). In the normal epithelium, PCs can be identified not only by lysozyme staining but also by lectin immunofluorescence staining, marking highly glycosylated proteins present in the secretory granules of these cells (Fig 1E, top row). Using this approach, cells with these staining characteristics were recognized in small intestinal adenomas of *Apc*^*Min*^ mice; however, unlike the normal epithelium, lysozyme-positive cells in these adenomas were not always lectin positive (Fig 1E, bottom row). To more firmly establish if PCs or cells of a PC lineage are present in adenomas, we performed lineage-tracing experiments. For these experiments, we used a mouse strain carrying Cre as a knock-in in the *Defa4* locus (Burger et al, 2018). These mice faithfully express Cre in PCs as can be seen using a conditional membrane-targeted GFP reporter, which was expressed universally in PCs in the normal epithelium (Fig 2A). When these mice were then mated to carry the *Apc*^*Min*^ allele, we were able to identify GFP^+^ cells in both small intestinal and colonic adenomas (Fig 2B), establishing that cells of PC lineage are indeed present in early intestinal neoplastic lesions.

**Figure 1.**
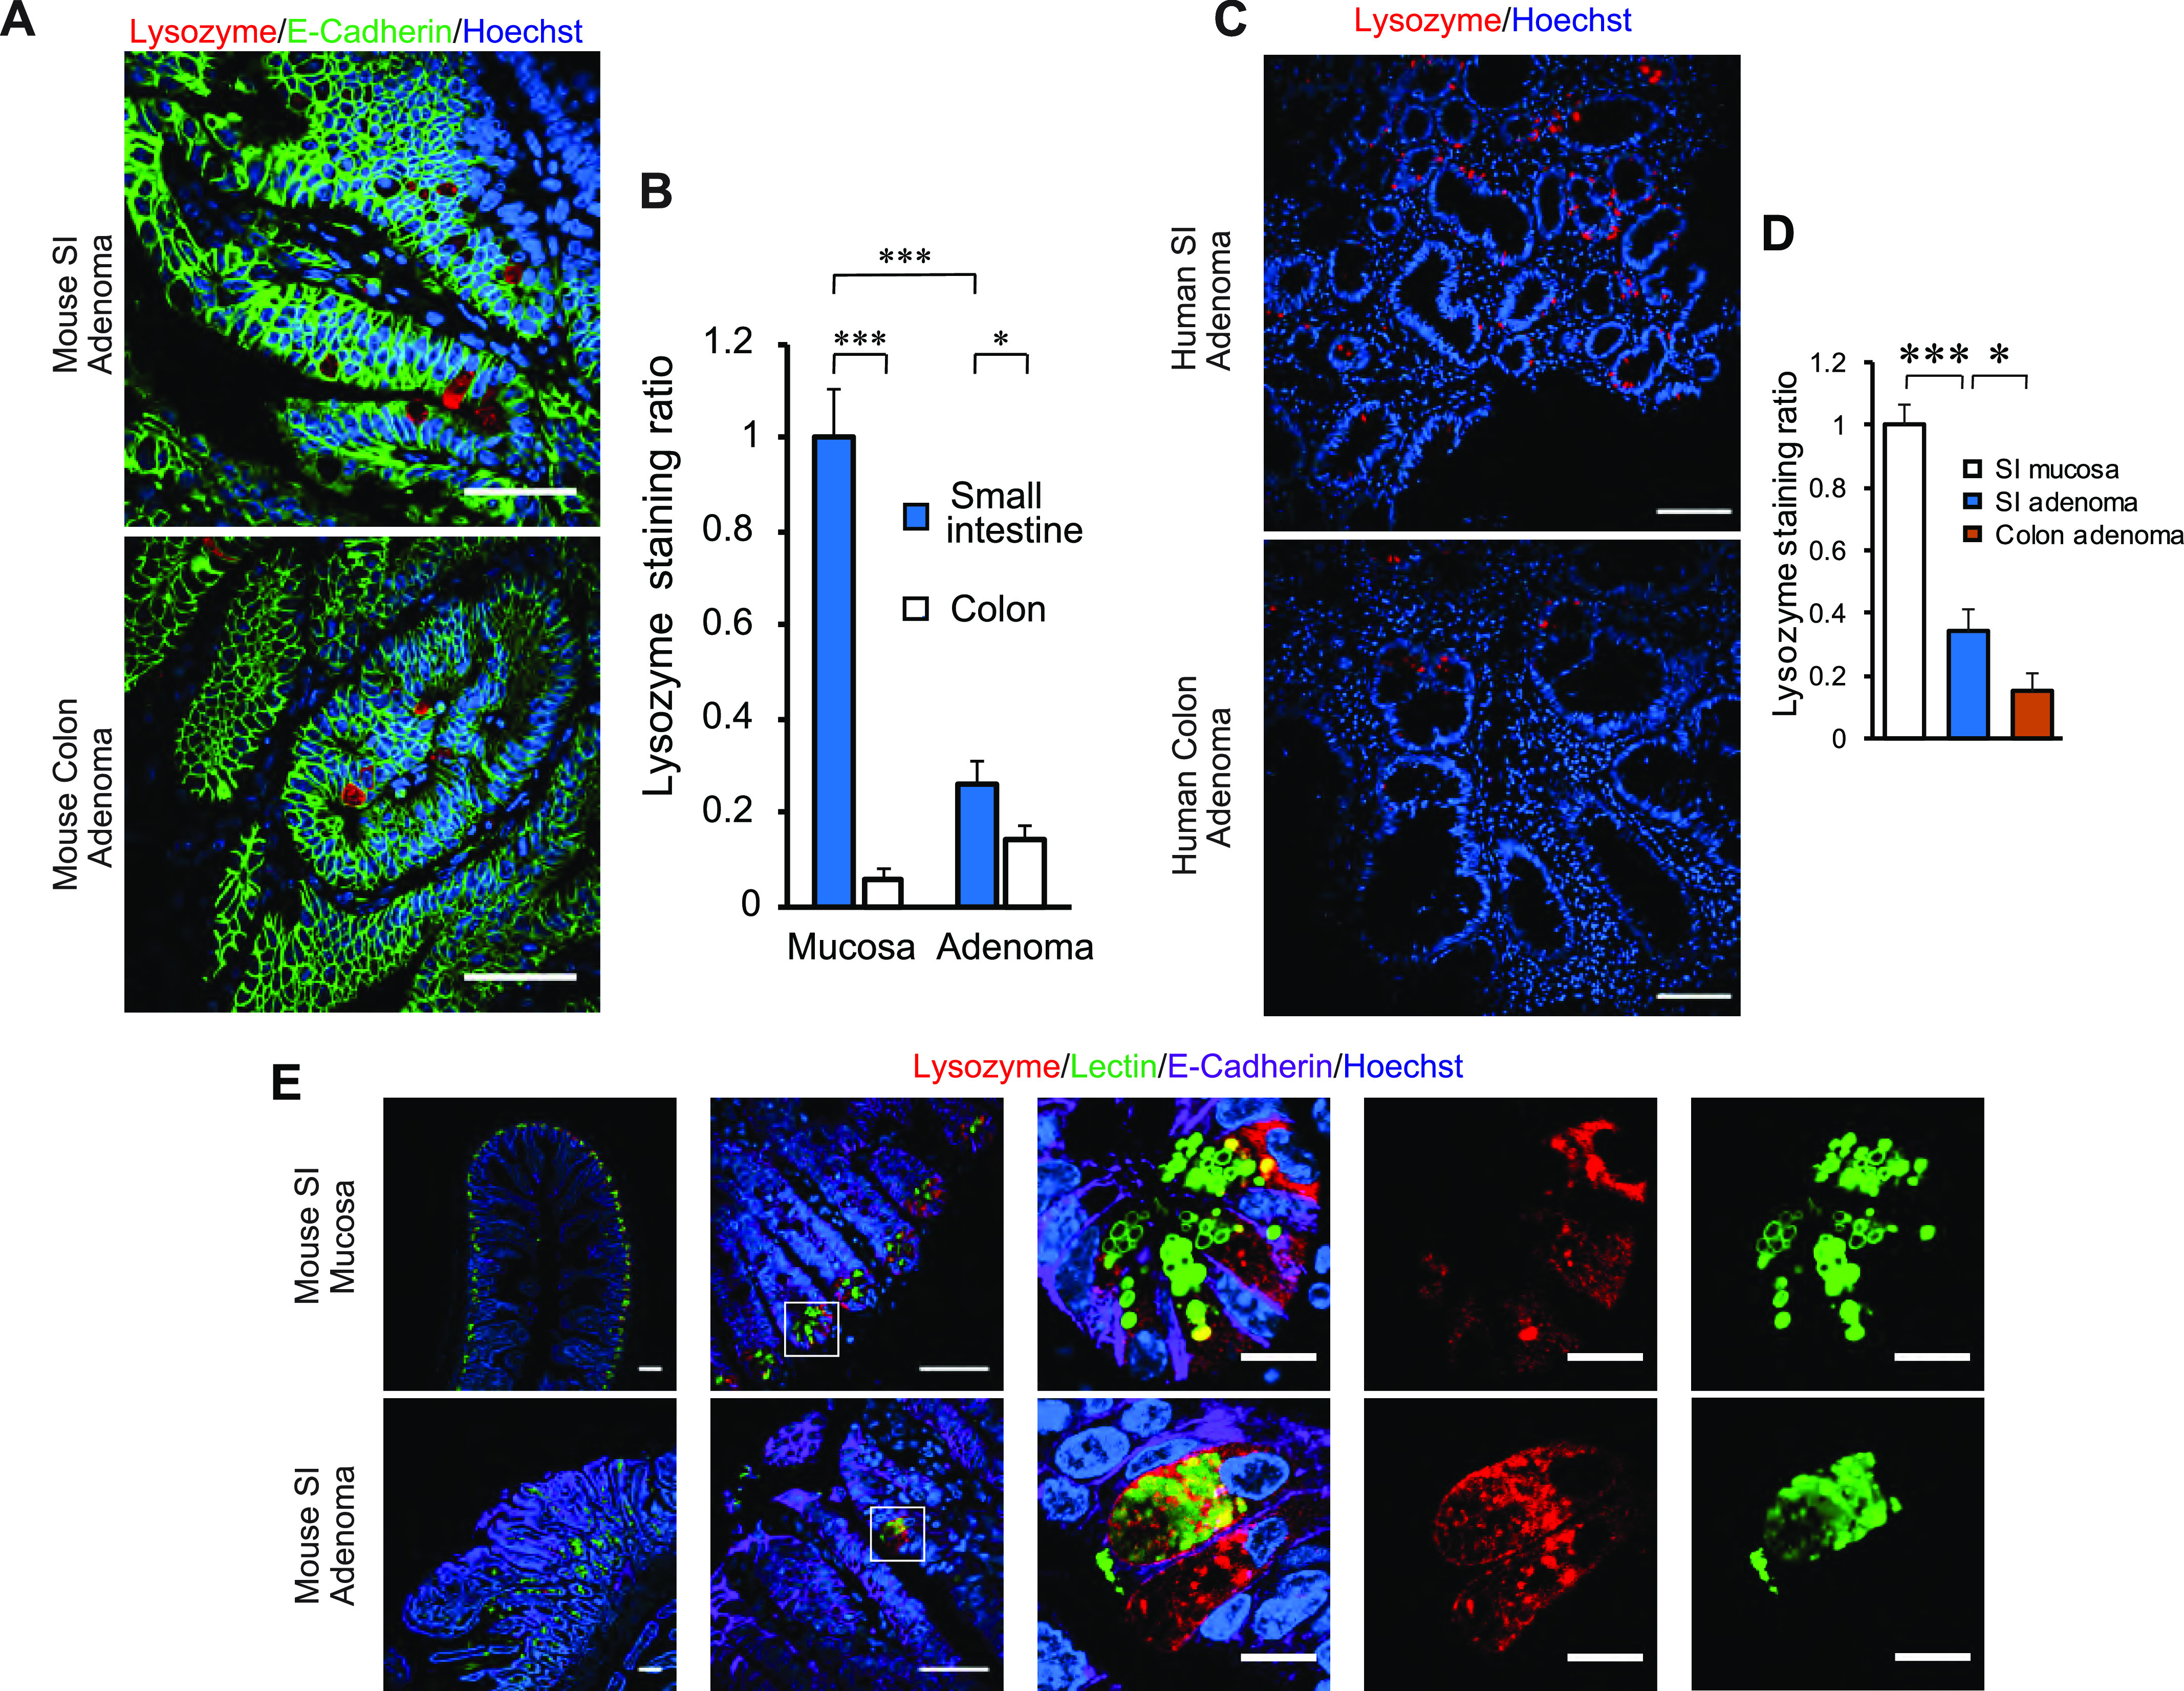
Paneth lineage cells are present in early intestinal neoplastic lesions. **(A)** Immunofluorescence staining for Lysozyme (red, marker for Paneth cells [PCs]) and E-Cadherin (green, outlining the cell contour). Representative images of small intestine (SI) and colon adenomas of 20-wk-old *Apc*^*Min*^ mice. PC-like cells, defined as epithelial cells with large lysozyme-positive cytoplasmic granules, are shown. Scale bar, 100 μm. **(A, B)** Quantification of lysozyme+ area in normal intestinal mucosa (n = 4 mice) and adenomas (as shown in A, n = 5). Data shown are the mean and SEM in each group. Values are represented as fold over the SI mucosa group. *P < 0.05, ***P < 0.001 (unpaired *t* test between groups as denoted by brackets above the graph). **(C)** Immunofluorescence staining for Lysozyme (red). Representative images showing PC-like cells in human SI and colon adenomas (n = 4 and 5 in each group, respectively). Scale bar, 100 μm. **(C, D)** Quantification of lysozyme+ area in human intestinal adenomas (as shown in C), and compared against normal small intestinal mucosa (n = 3 specimens). Data shown are the mean and SEM in each group. Values are represented as fold over the SI mucosa group. *P < 0.05, ***P < 0.001 (unpaired *t* test between groups as denoted by brackets above the graph). **(E)** Immunofluorescence staining for Lysozyme (red), UAE-1 lectin (green, marking glycosylated proteins) and E-Cadherin (lavender). Representative images of normal SI mucosa and SI adenoma are shown, highlighting lysozyme+ cells in each tissue. Scale bar, 100 μm for overview panels (left two columns) and 10 μm for inset panels (right three columns).

**Figure 2.**
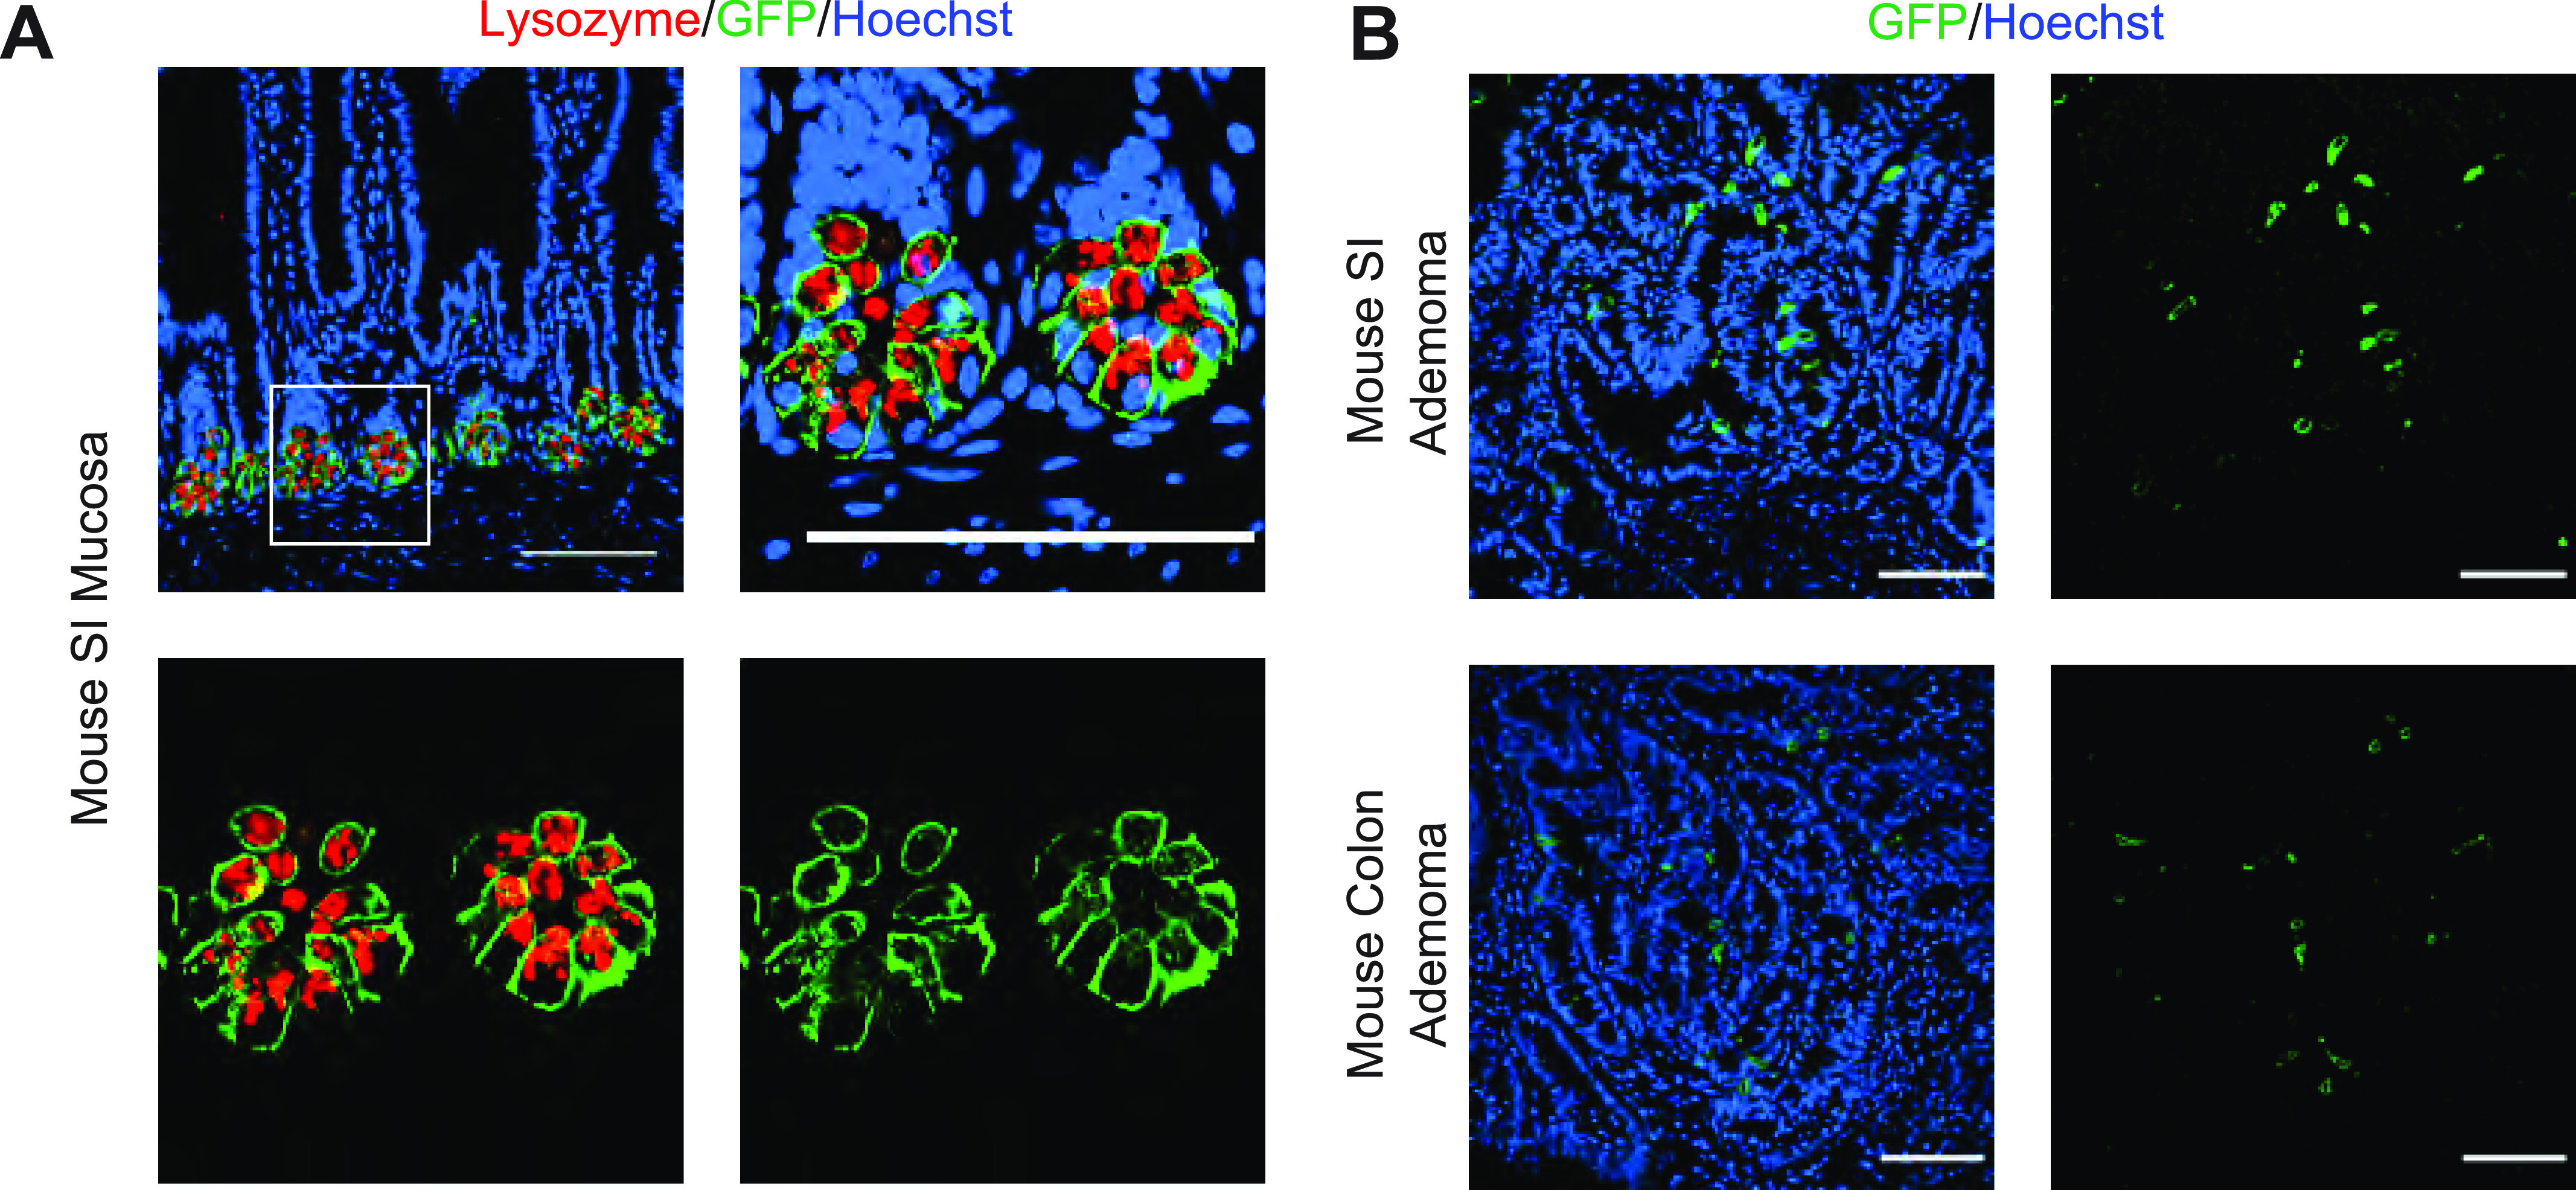
Paneth lineage cells are present in early intestinal neoplastic lesions. Representative images of small intestine and colon adenomas of 20-wk-old *Apc*^*Min*^ mice. **(A)** Immunofluorescence staining for Lysozyme (red) and the lineage tracer, membrane-targeted GFP (green), in normal small intestine epithelium of Defa4-Cre, mTmG reporter mice. Scale bar, 100 μm. **(B)** Immunofluorescence staining for membrane-targeted GFP (green) in intestinal adenomas of Defa4-Cre, mTmG reporter mice carrying the *Apc*^*Min*^ allele. Scale bar, 100 μm.

### Deletion of PCs reduces adenoma multiplicity

Next, we sought to determine what might be the functional significance of PCs to the development of intestinal adenomas. To address this question, we generated a model of PC depletion through the conditional expression of the α-subunit of diphtheria toxin (DTA) in this cell lineage. When DTA expression was directed to PCs (Fig 3A), this led to nearly universal loss of PCs from the normal epithelium (PC^del^), as shown in HE-stained histologic sections, where granule-containing cells at the base of the crypt were absent (Fig 3B); the same marked depletion of PCs was also observed by immunofluorescence staining for PC markers (Fig 3C), and by mRNA expression of PC-specific genes such as *Defa* and *Lyz1* (Fig S1A and B).

**Figure 3.**
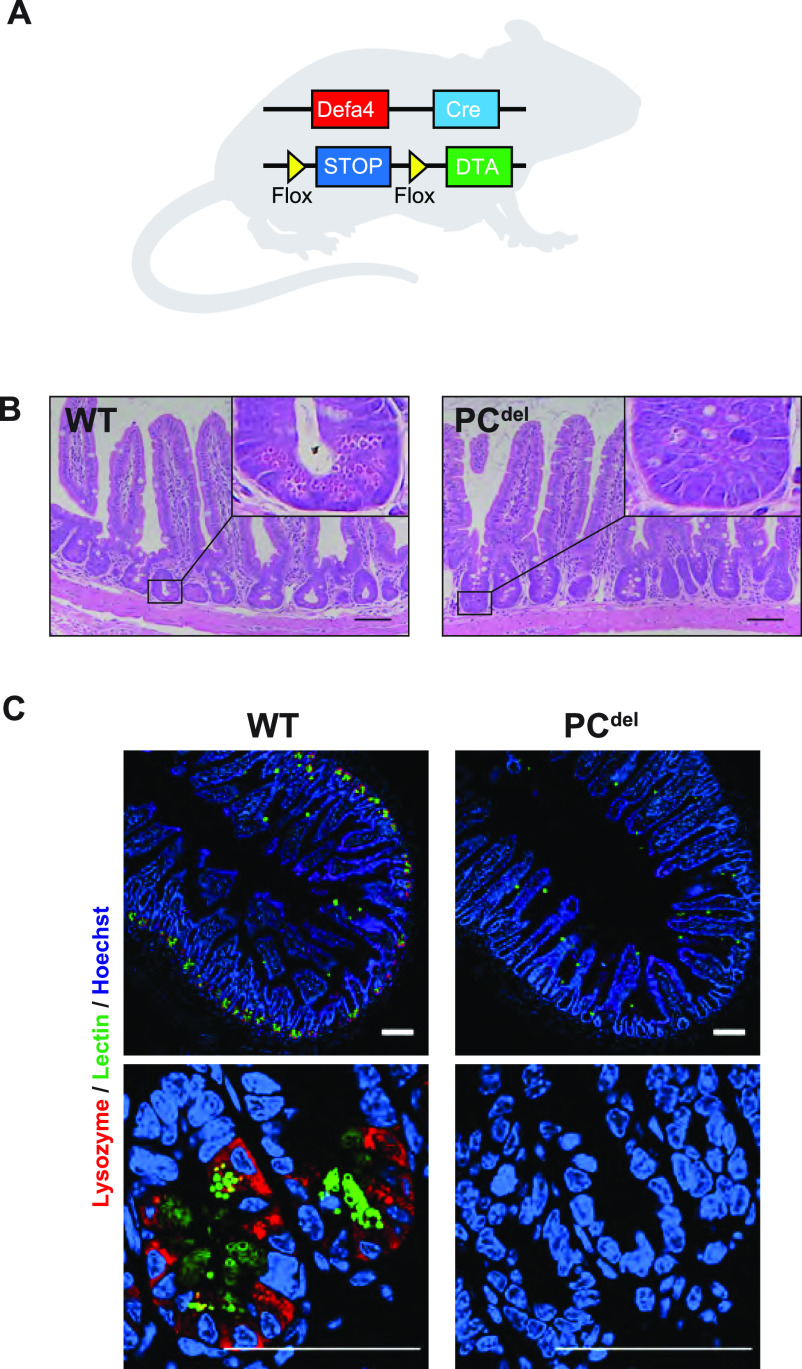
Mouse model of Paneth cell (PC) depletion through conditional expression of the α-subunit of diphtheria toxin (DTA). **(A)** Diagram depicting the genetic strategy used to generate intestinal PC depletion (PC^del^: Defa4-Cre, Rosa26^iDTA/WT^) or control animals (WT: Rosa26^iDTA/WT^). **(B)** Representative H&E staining images of small intestinal mucosa in wild-type (WT) and PC^del^ mice. Insets to highlight the crypt base where PCs reside (cells with large granules) are also shown. Scale bar, 100 μm. **(C)** Immunofluorescence staining for Lysozyme (red) and Lectin. (green). Representative images of small intestinal mucosa of WT and PCdel are shown. Scale bar, 100 μm.

**Figure S1.**
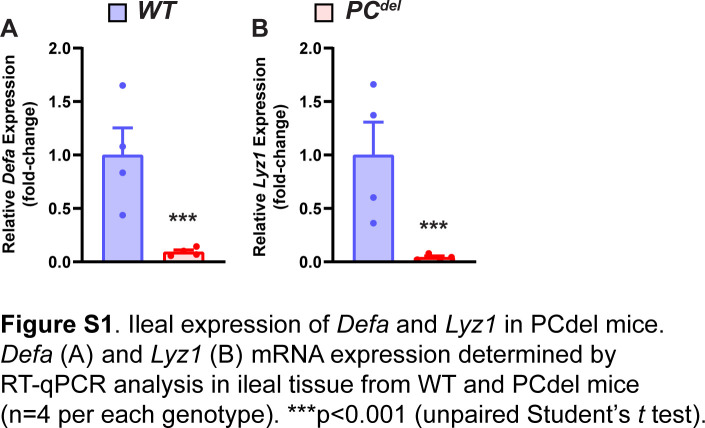
Ileal expression of *Defa* and *Lyz1* in *PC*^*del*^ mice. **(A, B)** *Defa* (A) and *Lyz1* (B) mRNA expression determined by RT-qPCR analysis in ileal tissue from WT and *PCdel* mice (n = 4 per each genotype). ***P < 0.001 (unpaired *t* test).

Next, we bred PC^del^ mice to *Apc*^*Min*^, to address whether PC deficiency might affect adenoma formation. We found that PC^del^ mice had a significant reduction in the number of small intestinal adenomas, without an appreciable effect in adenoma size (Fig 4A–C). This effect was specific to the small intestine and was not seen in the colon (Fig 4D–F). Gene expression of *Defa* and *Lyz1* confirmed the depletion of PC-lineage cells in small intestinal adenomas (Fig 4G and H), which was consistent with the findings for lysozyme immunofluorescence staining (Fig S2A and B).

**Figure 4.**
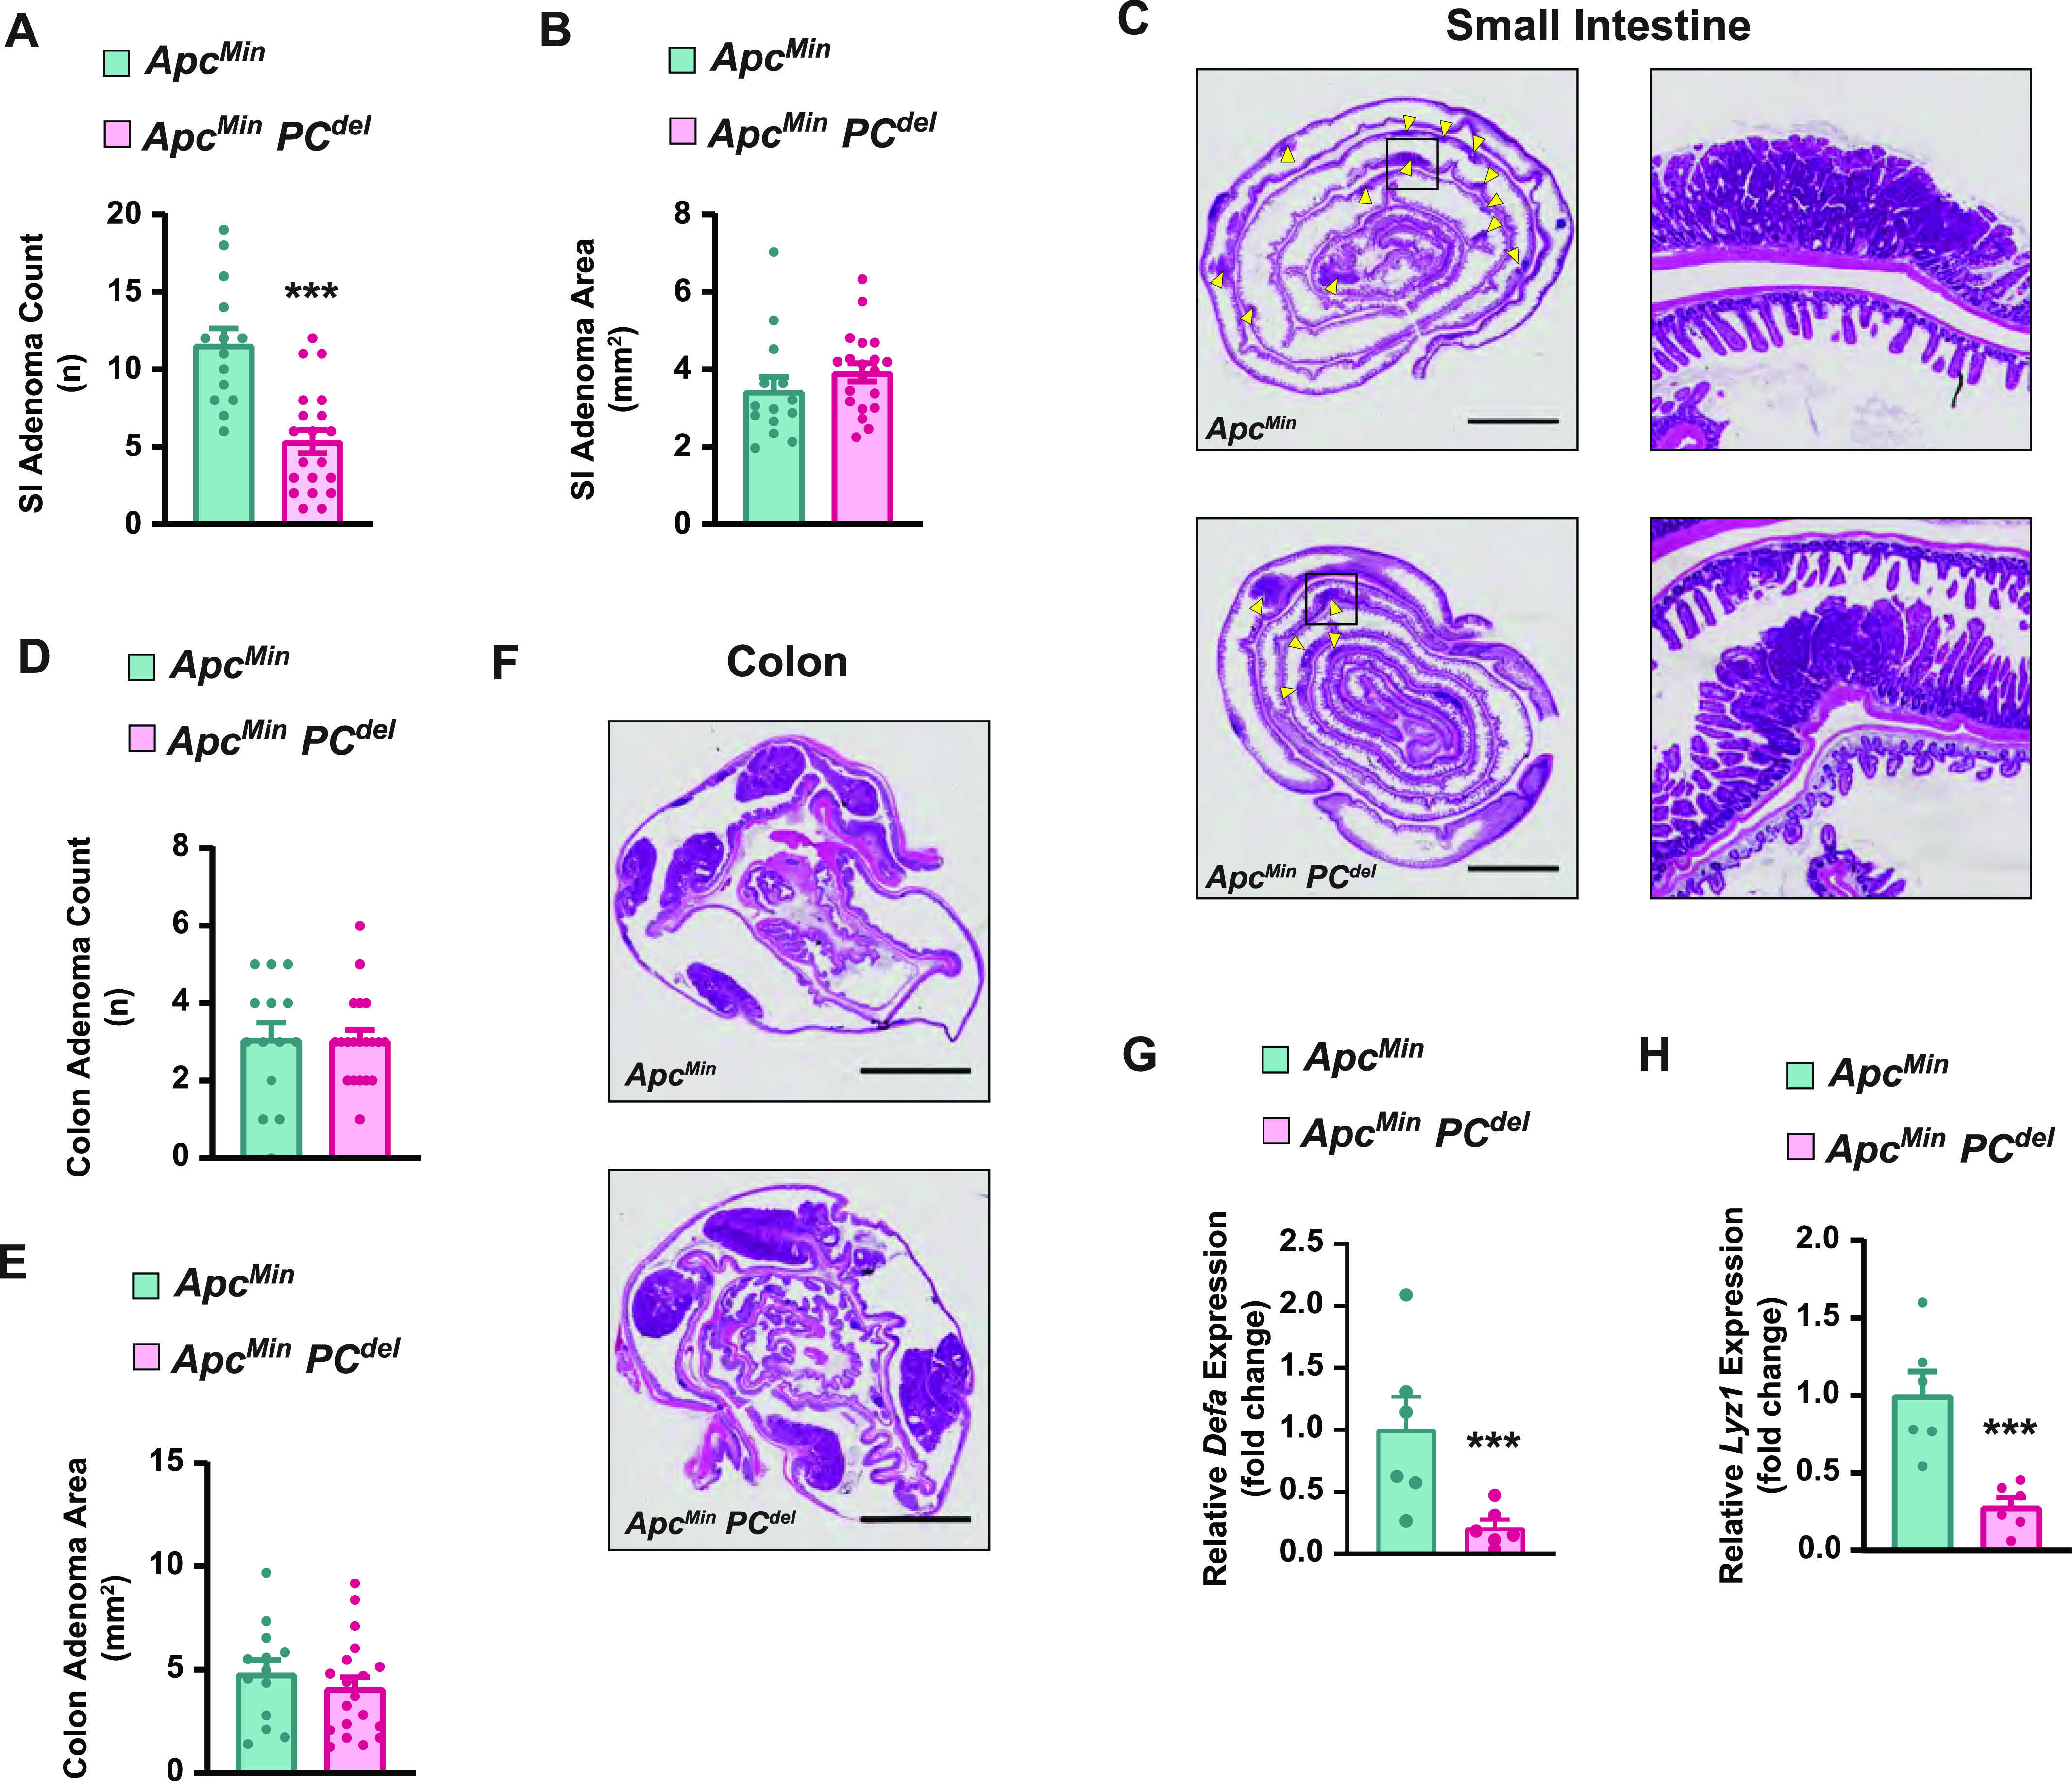
Paneth cell (PC) deficiency impairs adenoma formation in *Apc*^*Min*^ mice. **(A, B, D, E)** Intestinal tumor burden in 20-wk-old *Apc*^*Min*^ mice carrying the *PC*^*del*^ genotype or littermate WT control: small intestine (SI) adenoma count (A), SI adenoma size (B), colon adenoma count (D) and colon adenoma size (E) were analyzed. Data represent the aggregate of three independent experiments; *Apc*^*Min*^, *PC*^*del*^ (n = 20), and *Apc*^*Min*^, WT (n = 14) animals. Mean and SEM are graphed, each dot represents an individual animal. ***P < 0.001 (unpaired *t* test). **(C, F)** Representative H&E images of adenoma burden in the entire SI (C) and colon (F). Yellow arrows mark intestinal adenomas. Scale bar, 5 mm. **(G, H)** Expression in SI adenomas of PC-specific genes, *Defa* (G) and *Lyz1* (H) was determined by RT-qPCR analysis (n = 6 per each genotype). Mean and SEM are graphed, each dot represents an individual animal. ***P < 0.001 (unpaired *t* test).

**Figure S2.**
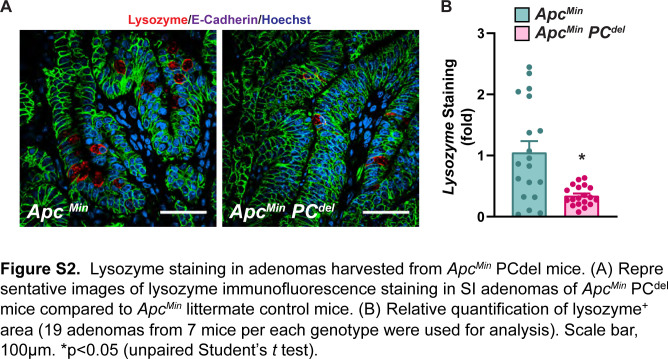
Lysozyme staining in adenomas harvested from *Apc*^*Min*^ *PC*^*del*^ mice. **(A)** Representative images of lysozyme immunofluorescence staining in small intestine adenomas of *Apc*^*Min*^ *PC*^*del*^ mice compared with *Apc*^*Min*^ littermate control mice. **(B)** Relative quantification of lysozyme^+^ area (19 adenomas from seven mice per each genotype were used for analysis). Scale bar, 100 μm. *P < 0.05 (unpaired *t* test).

Unlike other reports suggesting that PC deletion impairs the stem cell compartment (Sato et al, 2011b), our deletion model (PC^del^) did not affect the stem cell or proliferative compartments of the normal epithelium as judged by immunofluorescence staining for stem cell markers (Olfm4) and cellular proliferation markers (Ki67) (Fig S3A–D). Similarly, mRNA expression of stem cell-specific genes was not affected in the small intestinal epithelium of these animals (Fig S4A–D), and differentiation into Goblet cell, Tuft cell and enteroendocrine cell lineages was not affected either, based on histologic analysis (Fig S4E–J).

**Figure S3.**
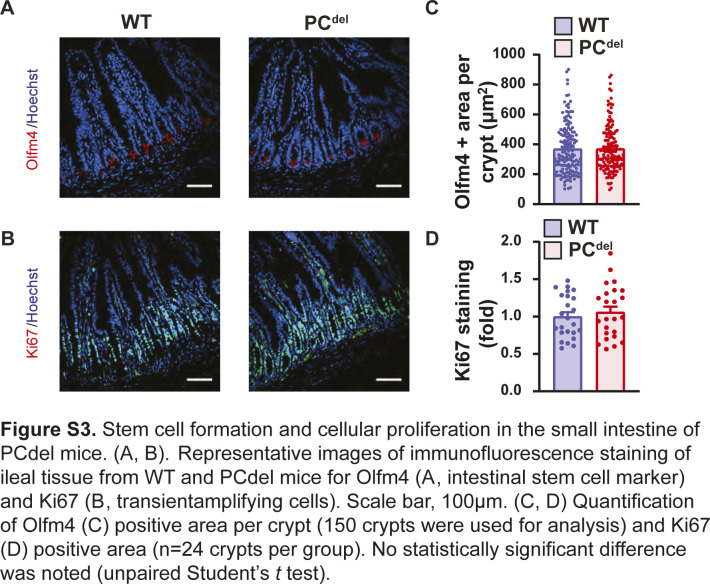
Stem cell formation and cellular proliferation in the small intestine of PC^del^ mice. **(A, B)** Representative images of immunofluorescence staining of ileal tissue from WT and PC^del^ mice for Olfm4 (A, intestinal stem cell marker) and Ki67 (B, transient amplifying cells). Scale bar, 100 μm. **(C, D)** Quantification of Olfm4 (C) positive area per crypt (150 crypts were used for analysis) and Ki67 (D) positive area (n = 24 crypts per group). No statistically significant difference was noted (unpaired *t* test).

**Figure S4.**
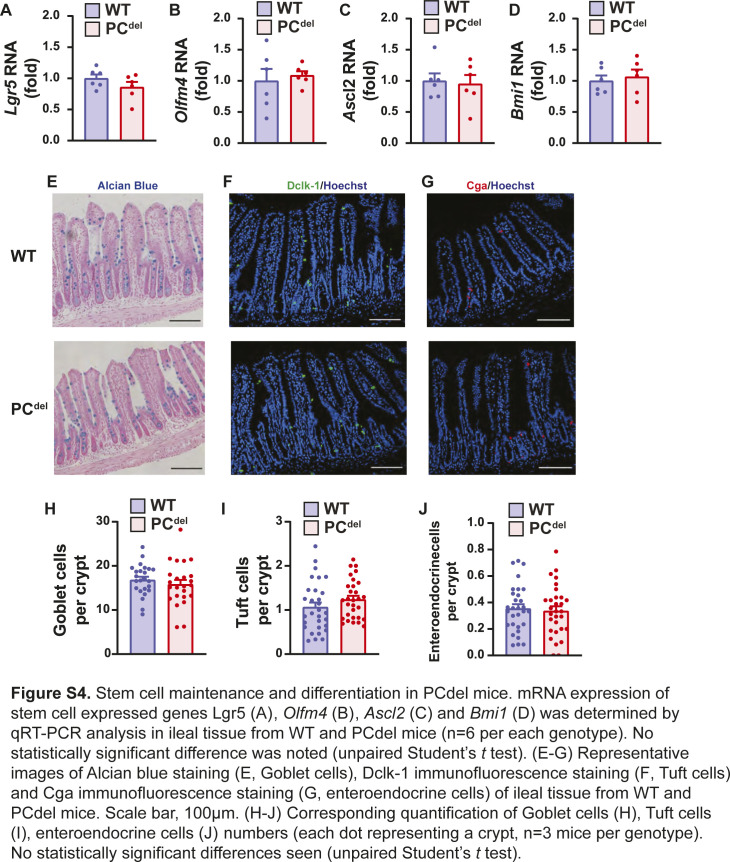
Stem cell maintenance and differentiation in PC^del^ mice. **(A, B, C, D)** mRNA expression of stem cell expressed genes *Lgr5* (A), *Olfm4* (B), *Ascl2* (C), and *Bmi1* (D) was determined by qRT-PCR analysis in ileal tissue from WT and PC^del^ mice (n = 6 per each genotype). No statistically significant difference was noted (unpaired *t* test). **(E, F, G)** Representative images of Alcian blue staining (E, Goblet cells), Dclk-1 immunofluorescence staining (F, Tuft cells), and Cga immunofluorescence staining (G, enteroendocrine cells) of ileal tissue from WT and PC^del^ mice. Scale bar, 100 μm. **(H, I, J)** Corresponding quantification of Goblet cells (H), Tuft cells (I), and enteroendocrine cells (J) numbers (each dot representing a crypt, n = 3 mice per genotype). No statistically significant differences seen (unpaired *t* test).

### PC deletion led to reduced Wnt3 expression in intestinal adenomas

Next, we investigated the possible mechanism by which the PC^del^ model might affect small bowel adenoma formation. Defects of PCs are reported to disrupt intestinal microbiota profiles (Riba et al, 2017; Lueschow et al, 2018). To avoid any potential contribution of microbiota changes, all tumor experiments were performed by co-housing control and PC^del^ mice. Indeed, 16S-based microbiome composition analysis did not reveal any differences in β-diversity (Fig 5A) or phyla-level composition (Fig 5B) when comparing the stool, ileal content or ileal mucosa-associated microbiomes of control and PC^del^ mice. Next, we characterized the transcriptional profile of small intestinal adenomas from control and PC^del^ mice (Fig 5C). 

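RNA from small intestinal adenomas of 3 *Apc* Min, PC del mice and 3 *Apc* Min, WT mice was sequenced, with 1 library per mouse. In PC del mice, Cre expressed from the *Defa4* locus turns on diphtheria toxin A and so kills cells of the PC lineage. The mice were older than 6 wk by the paper's methods, and the sample labels give an age above 42 days. The libraries are named QC4, QC5 and QC6 (*Apc* Min, WT) and QC3, QC8 and QC10 (*Apc* Min, PC del). The authors deposited a table per library with the read coverage, FPKM (fragments per kilobase of transcript, scaled to the library's total) and TPM of 48440 genes, and no read counts. From the ratio of coverage to FPKM, the aligned sequence behind each library came to 5.715, 5.642 and 5.68 gigabases in QC4, QC5 and QC6, and to 5.407, 5.608 and 5.876 gigabases in QC3, QC8 and QC10. The FPKM values of a library summed to between 549225 and 604974. The normalization in MatLab named in the methods was not repeated, since the paper's text does not give its settings. FPKM values were transformed as log2(FPKM + 1), which understates the change of weakly expressed genes. The 14240 genes with a mean FPKM of at least 1 over the 6 libraries were compared between genotypes with limma. At a Benjamini-Hochberg adjusted p-value threshold of 0.05, limma called 2 genes, *Hist2h2aa1* (higher in PC del adenomas) and *Rab43* (lower). At an unadjusted p-value threshold of 0.05 there were 481 genes, 384 higher and 97 lower, where chance alone would give about 712. The 2 groups did not overlap in 1073 genes (7.54%), where chance gives 10%. With limma's array quality weights, the alternative that moved the unadjusted count most, 1270 genes were below 0.05, and 3 genes passed after adjustment. With each library left out in turn, between 1 and 5 genes passed.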

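*Defa21* (chromosome 8, 21025545 to 21026516 in GRCm38) was expressed at 27.9 ± 7.62 FPKM (SD, n = 3 mice) in *Apc* Min, PC del adenomas and at 240.5 ± 111.3 FPKM (SD, n = 3) in *Apc* Min, WT adenomas. Its log2 fold change was -2.98 (standard error 0.38, adjusted p = 0.309 from limma with Benjamini-Hochberg adjustment). *Defa22* (chromosome 8, 21162277 to 21163249) was expressed at 31.2 ± 6.18 FPKM (SD, n = 3) and 231.9 ± 102.6 FPKM (SD, n = 3), respectively, a log2 fold change of -2.77 (standard error 0.34, limma adjusted p = 0.309). *Lyz1* (chromosome 10, 117287796 to 117292868) was expressed at 1060 ± 100.7 FPKM (SD, n = 3) in PC del adenomas and at 2060 ± 337.7 FPKM (SD, n = 3) in WT adenomas, a log2 fold change of -0.95 (standard error 0.18, limma adjusted p = 0.979). For each of the 3 genes, every PC del library was below every WT library, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 mice against 3 allow. The PC del libraries ranged from 20.2 to 35.4 FPKM for *Defa21* and the WT libraries from 129.2 to 351.8 FPKM. Reads of these genes are uncertain in their assignment, since 84.0% of the 31-mers of *Defa21* transcripts also occur in *Defa22* and 34.2% of those of *Lyz1* occur in *Lyz2*. *Lyz2* itself was expressed at 142.6 ± 3.89 FPKM (SD, n = 3) in PC del adenomas and at 182.7 ± 19.1 FPKM (SD, n = 3) in WT adenomas. With each library left out in turn, the log2 fold change stayed between -3.37 and -2.65 for *Defa21* and between -1.09 and -0.87 for *Lyz1*. Of the 24 defensin genes tested on chromosome 8, 22 were lower in PC del adenomas, and in 12 the groups did not overlap. This count of lower genes was 23 with each library centred on its median log2 ratio and 19 without WT library QC6. Tested as a set with limma's camera, the defensin genes had a mean log2 fold change of -1.49 (camera p = 0.0237, adjusted p = 0.168 over 20 gene sets; exact two-sided permutation of the libraries, p = 0.1).

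**Figure D1:**
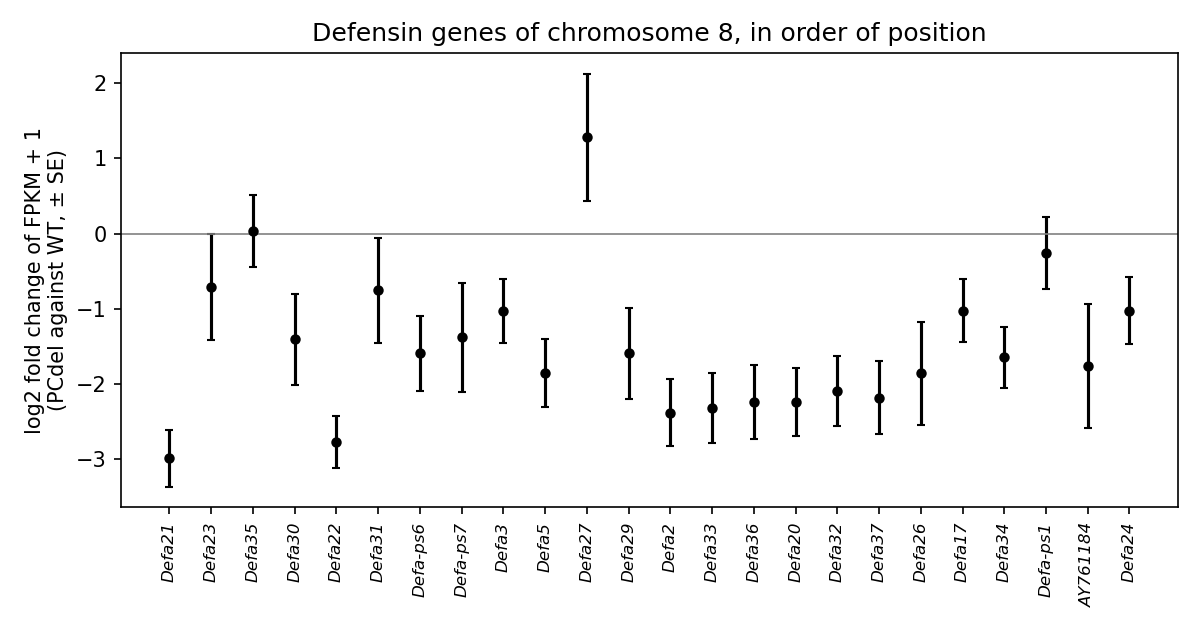
Log2 fold change of FPKM + 1 between *Apc* Min, PC del and *Apc* Min, WT adenomas (vertical axis; points, limma estimate; bars, standard error; 3 mice per group) for the 24 defensin genes tested, in order of their position on chromosome 8 (horizontal axis). The lowest value is -2.98 for *Defa21* and the highest 1.28 for *Defa27*, with 22 of the 24 points below 0 (23 with each library centred on its median log2 ratio, 19 without library QC6).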

As expected, adenomas from PC^del^ mice displayed low expression of PC marker genes, such as members of the Defensin family (*Defa21* and *Defa22*) and lysozyme itself (*Lyz1*). Interestingly, it also revealed low level of expression for *Wnt3*, a growth factor of the Wnt family expressed by PCs. 

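*Wnt3* (chromosome 11, 103774150 to 103817957 in GRCm38) was expressed at 0.852, 0.937 and 1.16 FPKM in the *Apc* Min, PC del libraries QC3, QC8 and QC10, a mean of 0.984 ± 0.16 (SD, n = 3). In the *Apc* Min, WT libraries QC4, QC5 and QC6 it was expressed at 1.86, 2.62 and 1.41 FPKM, a mean of 1.97 ± 0.61 (SD, n = 3). The groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest value that this design allows). The log2 fold change of FPKM + 1 was -0.56 (standard error 0.17, adjusted p = 1.0 from limma with Benjamini-Hochberg adjustment over 14240 genes). At these low values the pseudocount sets the size of the change, and with a pseudocount of 0.1 the log2 fold change was -0.90. It stayed between -0.70 and -0.41 with each library left out in turn. None of the transcript sequence of *Wnt3* (0% of its 31-mers) occurs in another annotated gene.

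**Figure D2:**
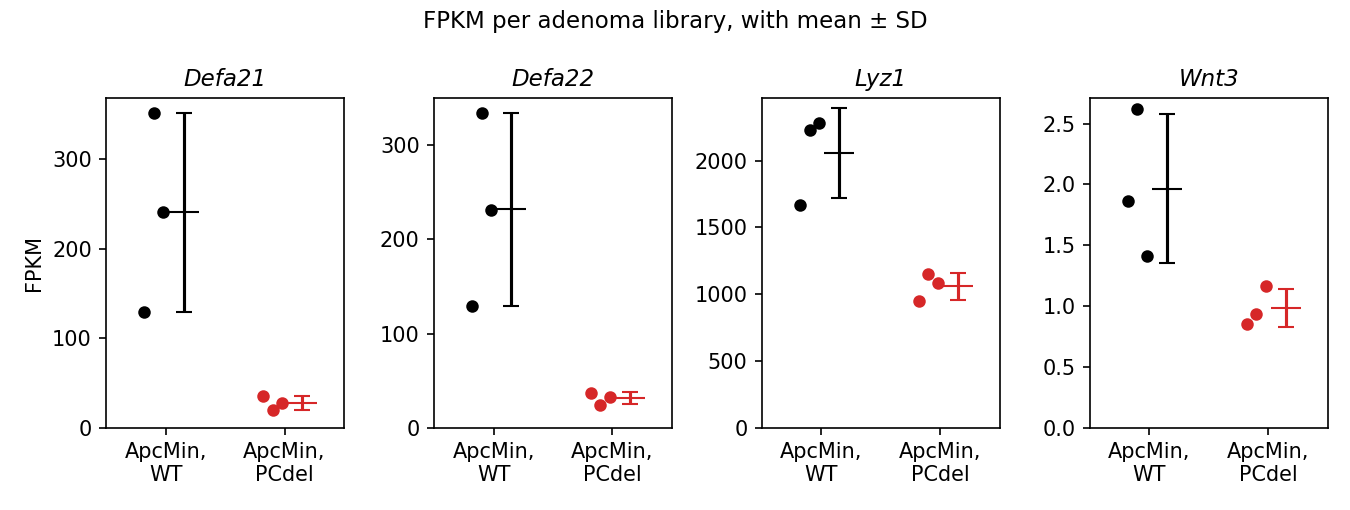
FPKM (vertical axes, each from 0) of *Defa21*, *Defa22*, *Lyz1* and *Wnt3* in small intestinal adenomas of *Apc* Min, WT mice (black) and *Apc* Min, PC del mice (red). Each point is 1 library, and the bar beside it gives the mean and SD of 3 libraries. For *Wnt3* the PC del libraries lie between 0.852 and 1.16 FPKM, below the WT libraries at 1.41 to 2.62 FPKM.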

The decreased *Wnt3* expression shown by RNA-seq was recapitulated by RT-qPCR (Fig 5D). Furthermore, RT-qPCR analysis for 19 members of the Wnt family indicated that only two family members, *Wnt3* and *Wnt4*, had reduced expression in adenomas from PC^del^ mice (Fig S5A and B). Interestingly, *Wnt3* was expressed at a much higher level in adenomatous tissues (∼10-fold compared with *Wnt4*, Fig S5A). 

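In the RNA-seq libraries, the mean FPKM of *Wnt3* in *Apc* Min, PC del adenomas was 50.0% of that in *Apc* Min, WT adenomas. For PC markers in the same libraries, this share was 51.5% for *Lyz1*, 11.6% for *Defa21* and 13.5% for *Defa22*. The FPKM of all defensin genes together was 4931 ± 1990 (SD, n = 3 mice) in PC del adenomas and 12625 ± 7400 (SD, n = 3) in WT adenomas, which leaves 39.1%. In this sum the groups overlapped (exact two-sided permutation test, p = 0.2). A separate set of PC growth factor genes, 4 of them tested, had a mean log2 fold change of -0.48. Limma's camera gave p = 0.0252 for it (adjusted p = 0.168), and the exact two-sided permutation of the libraries p = 0.1. Of its genes, *Tgfa* was at -1.23 with overlapping groups, *Wnt3* at -0.56, *Dll1* at -0.09 and *Dll4* at -0.02. The set of other non-defensin PC marker genes changed less. Its 21 genes tested had a mean log2 fold change of -0.13 (exact two-sided permutation of the libraries, p = 0.6). This mean lay between -0.34 (without library QC8) and 0.05 (without library QC10) with each library left out in turn. The PC del mean was below the WT mean in 12 of these genes and above it in 9, from 47.8% for *Mptx2* to 212.6% for *Retnlb* with a median of 90.6%, and the groups overlapped in each gene. From the lower *Wnt3* expression, and from PCs and telocytes as known sources of it in normal mucosa, the paper reasons to the share that the PC lineage supplies.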

Because both PCs and telocytes are known to express *Wnt3* in the normal intestinal mucosa, the reduced expression seen in adenomas indicated that cells of PC lineage contribute the bulk of *Wnt3* expression in the context of small intestinal adenomas. Therefore, we focused on the possibility that deficiency of PC-derived Wnt3 in small intestinal adenomas might be the cause of reduced tumor multiplicity upon PC depletion.

**Figure 5.**
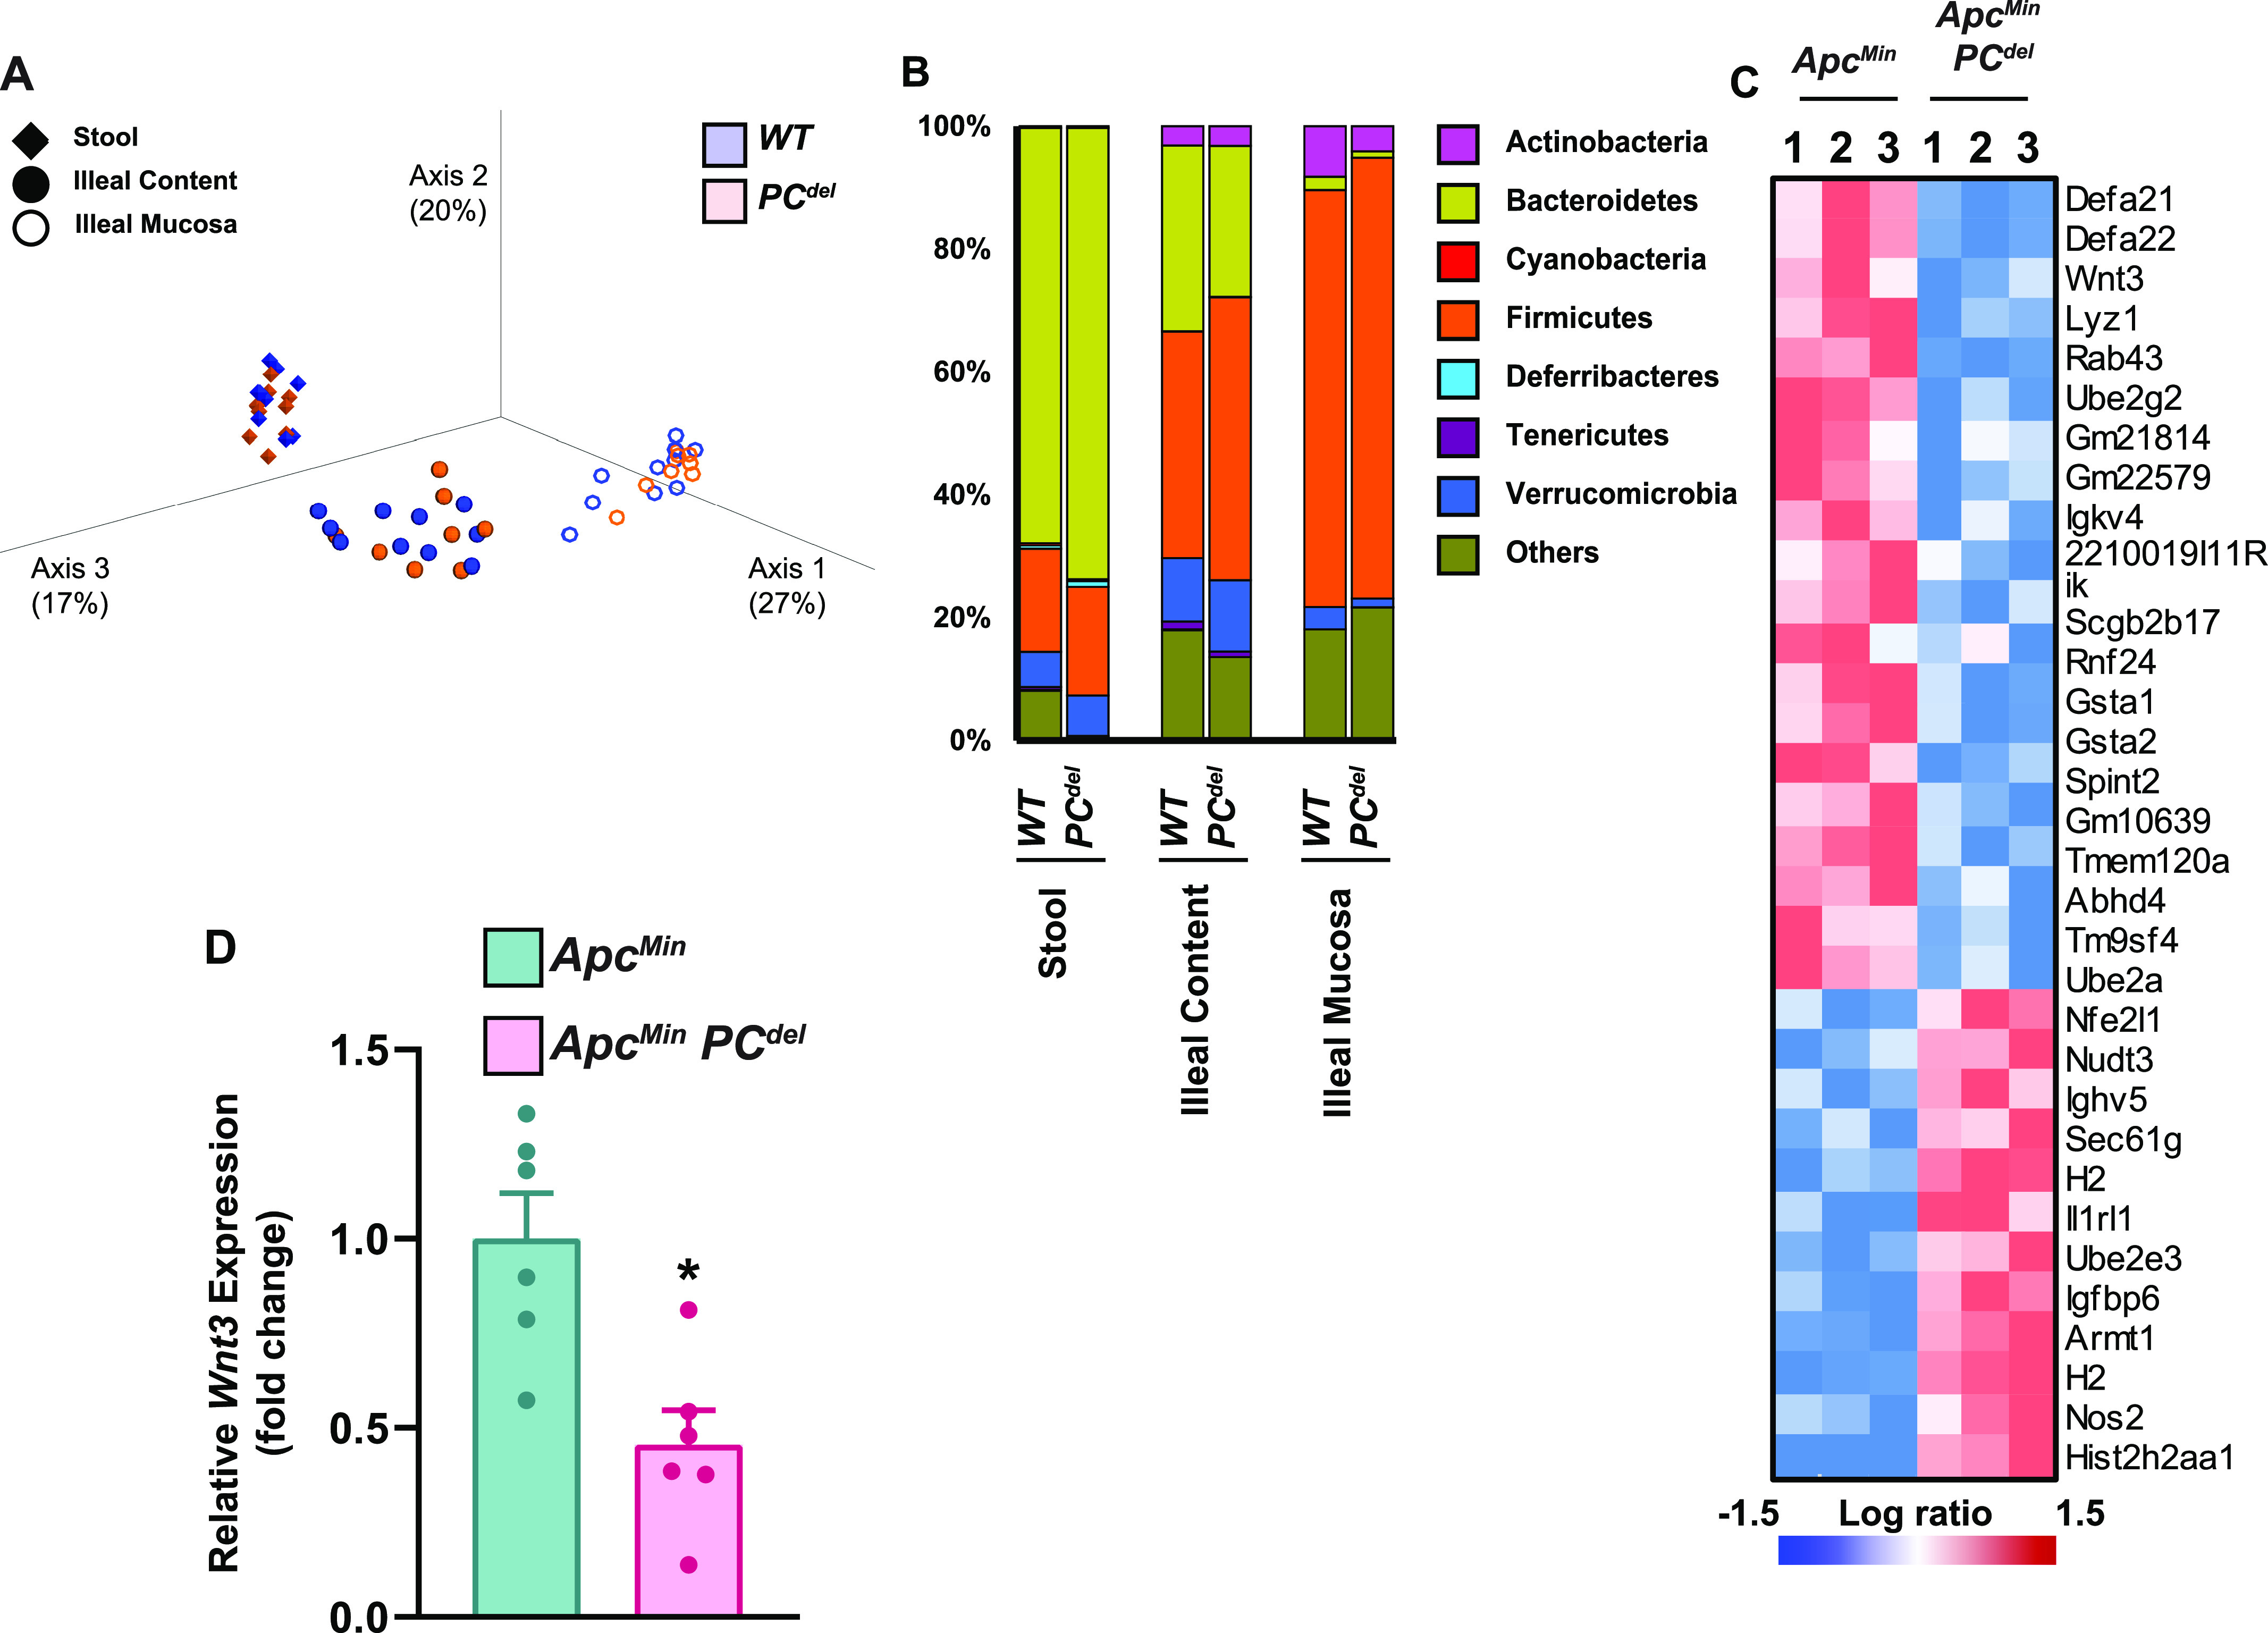
16S microbiome and RNA sequencing analysis. **Relative expression of *Wnt* genes in small intestinal adenomas. (A, B)** WT and PC^del^ mice at 16–20 wk were euthanized and stool (WT n = 9, PC^del^ n = 9), ileal content (WT n = 10, PC^del^ n = 8), and ileal mucosa (WT n = 10, PC^del^ n = 8) samples were collected for 16S microbiota analysis. **(A, B)** PCoA β-diversity plots (A) and phyla-level composition (B) are shown. No statistically significant differences were noted between WT and PC^del^ groups. **(C)** Heatmap presentation of top differentially expressed genes from RNA-seq of small intestine adenoma tissues from *Apc*^*Min*^, *PC*^*del*^, and *Apc*^*Min*^, WT mice. **(D)** *Wnt3* gene expression in small intestine adenomas by RT-qPCR analysis (n = 6 per each genotype). *P < 0.05 (unpaired *t* test).

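Of the gene labels that could be read in full in Fig 5C, 28 were found in the files, 19 shown as lower and 9 as higher in *Apc* Min, PC del adenomas. All 28 changed in the direction shown in the figure, and in 27 the 2 groups of 3 libraries did not overlap (*Rnf24* overlapped). Because the list was selected on these same libraries, the direction of its genes is not an independent check. The same holds for their adjusted p-values over the list alone and for their place among the smallest p-values, both given below. After Benjamini-Hochberg adjustment of the limma p-values, all 28 genes were below 0.05 over the list alone and 2 over all 14240 genes tested. *Hist2h2aa1* (chromosome 3, 96245497 to 96246082 in GRCm38) was listed at 10.5, 12.1 and 15.9 FPKM in the PC del libraries QC3, QC8 and QC10. In the WT libraries it was listed at 0.010 FPKM in QC4 and at 0 in QC5 and QC6 (log2 fold change of FPKM + 1 of 3.77, standard error 0.16, adjusted p = 0.00132 from limma). Its sequence is shared in full with other annotated genes, so the assignment of its reads is uncertain. *Rab43* (chromosome 6, 87788853 to 87812164) was expressed at 5.41, 4.35 and 5.74 FPKM in the PC del libraries QC3, QC8 and QC10 and at 29.4, 27.1 and 36.6 FPKM in the WT libraries QC4, QC5 and QC6 (log2 fold change -2.37, standard error 0.15, limma adjusted p = 0.0109). Its adjusted p was above 0.05 in 6 of the 15 alternatives tried. The gene Gm45140 holds 74.8% of the 31-mers of *Rab43*. *Nos2* had the next largest rise in the figure, from 0.821 ± 0.582 FPKM (SD, n = 3) in WT adenomas to 8.44 ± 4.55 FPKM (SD, n = 3) in PC del adenomas (log2 fold change 2.28, standard error 0.45, limma adjusted p = 0.979). By unadjusted p-value, 23 of the 28 genes were among the 100 genes with the smallest values.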

**Figure S5.**
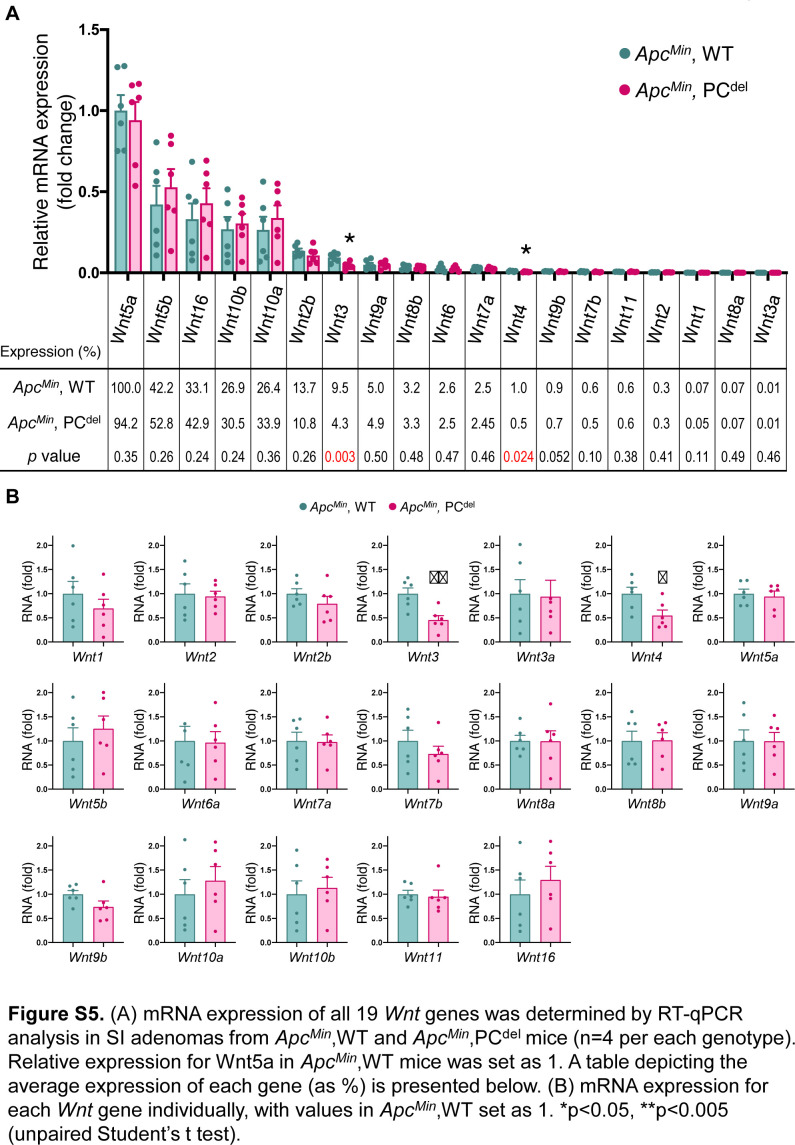
**(A)** mRNA expression of all 19 *Wnt* genes was determined by RT-qPCR analysis in small intestine adenomas from *Apc*^*Min*^, WT and *Apc*^*Min*^, PC^del^ mice (n = 4 per each genotype). Relative expression for Wnt5a in *Apc*^*Min*^, WT mice was set as one. A table depicting the average expression of each gene (as %) is presented below. **(B)** mRNA expression for each *Wnt* gene individually, with values in *Apc*^*Min*^, WT set as one. *P < 0.05, **P < 0.005 (unpaired *t* test).

### PC-specific deletion of Wnt3 reduces tumor multiplicity

To address the possible contribution of PC production of Wnt3 to adenoma formation, we developed a PC-specific *Wnt3* knockout mouse. For these experiments, we crossed Defa4-Cre knock-in mice to a mouse strain containing a conditional *Wnt3* allele (Barrow et al, 2003); furthermore, these mice were crossed to the *Apc*^*Min*^ background as well. PC-specific deletion of *Wnt3* (*PC-Wnt3*^*−/−*^) led to reduced tumor count in the small intestine without a change in tumor area (Fig 6A–C) or a change in tumor phenotypes in the colon (Fig 6D and E). This phenotype largely recapitulated the findings of PC depletion we had made earlier (Fig 2). Importantly, PC-specific deletion of *Wnt3* did not result in loss PCs or abnormal cellular morphology (Fig 6F), similar to the phenotype reported in mice with intestinal epithelial deletion of Porcupine, a critical enzyme for Wnt production (Kabiri et al, 2014). Finally, we confirmed by RT-qPCR that our targeting strategy led to reduced *Wnt3* expression in small intestinal adenomas (Fig 7A). Thus, we concluded that PC-specific deletion of *Wnt3* is sufficient to impair intestinal tumorigenesis. The requirement for PC-derived Wnt3 to support adenoma growth was further examined using organoid culture systems. Murine small intestinal adenomas were used to derive tumor organoids cultures. Interestingly, organoids derived from PC-specific Wnt3 deficient mice were consistently smaller than their control counterparts (Fig 7B and C), indicating slow growth of the organoids. However, the number of organoids recovered from small bowel adenomas was not affected (Fig 7D), suggesting no change in the number of stem cells present in these tumors.

**Figure 6.**
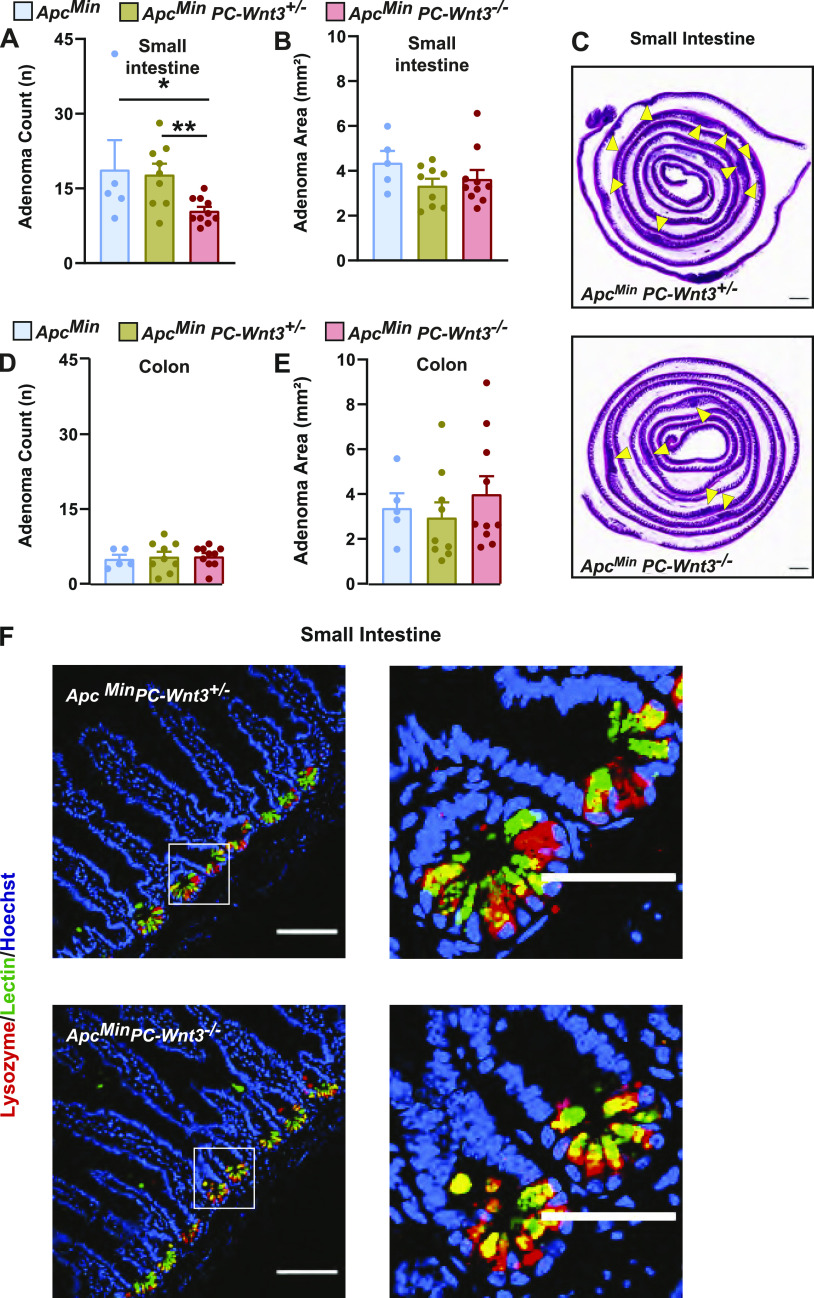
Paneth cell (PC)–derived Wnt3 is required to sustain intestinal adenoma formation. **(A, B, D, E)** PC-specific *Wnt3* knockout mice *Apc*^*Min*^ *PC-Wnt3*^*−/−*^ (n = 9) and littermate *Apc*^*Min*^ *PC-Wnt3*^*+/−*^ (n = 9) and *Apc*^*Min*^ (n = 5) control mice were euthanized at 20 wk of age to determine tumor burden including small intestine (SI) adenoma count (A), SI adenoma size (B), colon adenoma count (D), and colon adenoma size (E). Results represent the aggregate of two independent experiments. *P < 0.05, **P < 0.01 (one-way ANOVA analysis). **(C)** Representative H&E images of SI adenoma burden. Yellow arrows mark intestinal adenomas. Scale bar, 5 mm. **(F)** PC morphology was evaluated by immunofluorescence staining for lysozyme (red) and lectin (green) in normal SI of *Apc*^*Min*^ *PC-Wnt3*^*−/−*^ mice and control to *Apc*^*Min*^ *PC-Wnt3*^*+/−*^ Scale bar, 100 μm.

**Figure 7.**
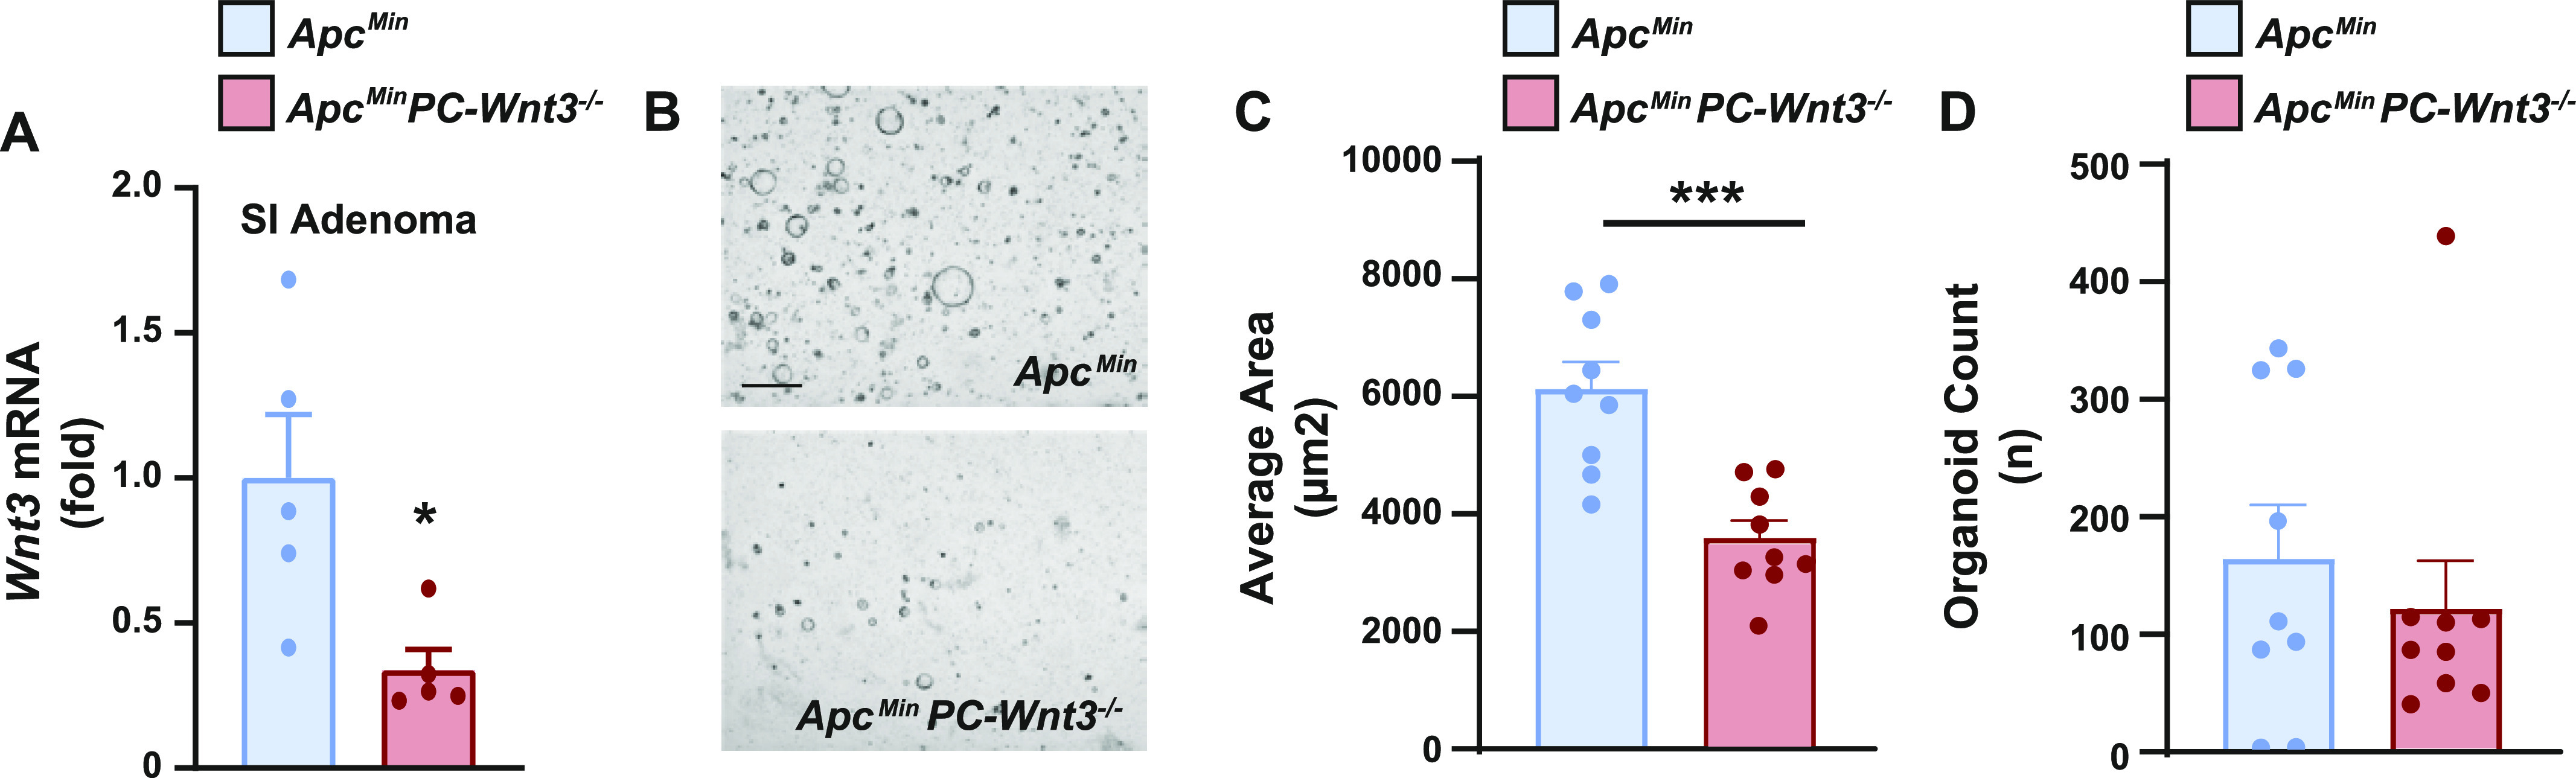
Paneth cell (PC)–derived Wnt3 is required to sustain intestinal adenoma formation. **(A)** *Wnt3* mRNA expression was determined by RT-qPCR in small intestine adenomas from *Apc*^*Min*^ *PC-Wnt3*^*−/−*^ mice and *Apc*^*Min*^ control mice (n = 5 per genotype). *P < 0.05 (unpaired *t* test). **(B)** Adenoma-derived organoids from *Apc*^*Min*^ *PC-Wnt3*^*−/−*^ mice and *Apc*^*Min*^ control mice were imaged after 7 d in culture. **(C, D)** Average area and number of spheroid organoids were also analyzed. (n = 9 adenomas per each genotype.) Scale bar, 500 μm. ***P < 0.001 (unpaired *t* test).

## Discussion

Overall, our studies establish that cells of PC lineage, through Wnt3 production, play an important role in early tumor development in the intestine. While cells with PC characteristics have been previously reported in intestinal adenomas and carcinomas (Gibbs, 1967; Husoy et al, 2006; Feng et al., 2013), their role in tumor pathogenesis had been unclear. Here, we confirm the presence of these cells in intestinal adenomas and provide further evidence through lineage-tracing experiments. As far as the functional role of PCs in these tumors, our work supports the conclusion that through Wnt signaling, these cells support early intestinal tumorigenesis in vivo, particularly in the small intestine. Although small intestinal adenocarcinoma is not as common as colon cancer, it remains a substantial challenge for patients with FAP and treatment modalities to address severe small intestinal polyposis have been the focus of recent clinical investigation (Samadder et al, 2016, 2018). This role for PCs in early carcinogenesis is in line with prior correlative studies that linked PC-lineage differentiation to adenoma formation in a dietary model of intestinal cancer in mice (Wang et al, 2011). Other recent studies indicate that cells of PC lineage are important in other aspects of intestinal cancer biology, specifically in metastatic colon cancer behavior. Specifically, upon treatment with epithelial growth factor receptor inhibitors, tumor cells resistant to treatment change to a PC-rich phenotype that also display high Wnt signaling (Lupo et al, 2020).

Furthermore, the finding that PC-derived Wnt3 supports adenoma formation challenges the notion that intestinal adenomas are completely Wnt-independent. Indeed, in other gastrointestinal tumors it has been recently shown that inhibition of Wnt receptors (Fzd7) can block the initiation and growth of gastric tumors even in the presence of *Apc* mutations (Flanagan et al, 2019). Similarly, studies using selected colon cancer cell lines in tissue culture conditions confirm that some commonly used lines are dependent on Wnt production for proliferation (Voloshanenko et al, 2013). This dependence on Wnt may reflect that truncated APC proteins in intestinal tumors may retain functional activity and responsiveness to Wnt ligands as far as β-catenin degradation (Voloshanenko et al, 2013); alternatively, Wnt dependence may be due to APC-independent, non-canonical Wnt signaling, which has been implicated in tumor development through studies in cancer cell models (Ueno et al, 2009; Voloshanenko et al, 2018).

Our data confirm that in a genetic tumor model, PC-derived Wnt3 production is indeed important for tumor multiplicity, probably by sustaining early stages of adenoma formation in vivo. It is known, from the national polyp study, that early adenomas in humans have a significant rate of involution (Loeve et al, 2004), whereby these lesions completely resolve spontaneously. More recent longitudinal studies in humans using computarized tomorgraphy colonography (Pickhardt et al, 2013) confirmed the high rate of small adenoma regression and the fact that continued tumor development requires the acquisition of advanced adenoma features (larger size, villous histologic component or high grade dysplasia). Furthermore, studies in humans also demonstrate that growth factor withdrawal (resulting from cyclooxygenase and epitelial growth factor receptor pharmacological inhibition) can lead to significant adenoma involution, in the range of 70% in just a few months of treatment (Samadder et al, 2016, 2018). Thus, we speculate that upon reduction of Wnt3 in the tumor microenvironment, slow-growing small adenomas probably involute, much like the behavior of small adenomas in humans. It is interesting to note that the phenotype of Wnt3 deficiency in vivo and in organoid cultures is not identical. Specifically, PC-specific *Wnt3* deletion in mice resulted in lower adenoma burden but no change in adenoma size, yet in organoids derived from these adenomas we observed changes in growth rate but not in the amount of organoids derived per cells plated. This latter result indicates that the frequency of tumor stem cells in each adenoma, which are the organoid-initiating cells, is not affected by Wnt3 deficiency. We speculate that the slow growing organoids reflect slow initial growth of intestinal adenomas, and that many of these adenomas involute at higher rates in mutant mice, resulting in fewer visible lesions in vivo. Those that continue to grow probably do so relying on stromal sources of Wnt3.

To our knowledge, this report provides the first evidence of a role for PC-derived Wnt3 in tumor formation and intestinal pathology. It also suggests that Wnt inhibition could be a therapeutic target in FAP patients. Finally, this discovery argues that the ability of PCs to produce Wnt ligands must underlie a physiologic role that still remains to be fully uncovered.

## Materials and Methods

### Materials availability

There were no unique reagents generated for this study. Two mouse strains, previously reported, were obtained from the original investigators and are available from us within the confines of our original material transfer agreements to obtain these animals. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, E Burstein ().

### Data and code availability

All RNA-seq (accession number GSE143487) and microbiome (accession number PRJNA616183) data have been deposited in the Gene Expression Omnibus and Sequence Read Archive databases, respectively. No custom code was utilized in these studies. All other data are available from the lead contact author upon reasonable request.

### Mice

The following strains were obtained from the Jackson laboratory: Rosa26-iDTA (*Rosa26*^*iDTA/iDTA*^, with the iDTA cassette consisting of Flox-Stop-Flox module preceding the DTA coding sequencing, Stock #009669) and mTmG reporter (Flox-tdTomato-Stop-Flox-GFP, Stock #007676). The *Defa4-Cre* knock-in mouse consists of an IRES-Cre cassette that was inserted in the *Defa4* locus of 129/svJ embryonic stem cells (Burger et al, 2018). These mice were crossed with Rosa26-iDTA mice to generate PC^del^ animals (*Defa4-Cre*, *Rosa26*^*iDTA/WT*^); littermates were used as controls (*Rosa26*^*iDTA/WT*^). The conditional *Wnt3* strain (*Wnt3*^*fl/fl*^) was a generous gift from Dr. Jaime Rivera (Barrow et al, 2003). PC-specific *Wnt3* deletion was achieved by crossing *Defa4-Cre* with *Wnt3*^*fl/fl*^ mice (*Defa4-Cre*, *Wnt3*^*fl/fl*^); littermates were used as controls (*Defa4-Cre*, *Wnt3*^*fl/WT*^, and *Wnt3*^*fl/fl*^). All animals were backcrossed for at least seven generations into the C57BL/6 background, and further bred to *Apc*^*Min*^ mice where indicated. The *Apc*^*Min*^ mouse strain in the C57BL/6 background was obtained from The Jackson Laboratory (Stock #002020). All experiments were performed in adult mice (over the age of 6 wk) of both genders (∼50% representation in each experiment). All genotyping primer sequences are provided in Table 1.

**Table 1.** Primers used in this study.

Gene target	Forward primer sequence	Reverse primer sequence
qPCR		
*Defa* (global)	GGTGATCATCAGACCCCAGCATCAGT	AAGAGACTAAAACTGAGGAGCAGC
*Lyz1*	GAGACCGAAGCACCGACTATG	CGGTTTTGACATTGTGTTCGC
*Lgr5*	ACCTGTGGCTAGATGACAATGC	TCCAAAGGCGTAGTCTGCTAT
*Olfm4*	CAGCCACTTTCCAATTTCACTG	GCTGGACATACTCCTTCACCTTA
*Ascl2*	CCGTGAAGGTGCAAACGTC	CCCTGCTACGAGTTCTGGTG
*Bmi1*	ATCCCCACTTAATGTGTGTCCT	CTTGCTGGTCTCCAAGTAACG
*Wnt1*	CGAAGGCTCCATCGAGTCC	GCATCTCAGAGAACACGGTCG
*Wnt2*	TCGCTGGAACTGCAACACC	AGCAGGACTTTAATTCTCCTTGG
*Wnt2b*	AATTGCACCACACTGGACCG	CGAGTGATAGCGTGGACCA
*Wnt3*	GATGCCCGCTCAGCTATGAA	CGGAGGCACTGTCGTACTTG
*Wnt3a*	CTCCTCTCGGATACCTCTTAGTG	GCATGATCTCCACGTAGTTCCTG
*Wnt4*	AGGATGCTCGGACAACATCG	CGCATGTGTGTCAAGATGGC
*Wnt5a*	AGCCTGTAAGTGTCATGGAGT	CGCGGCGCTATCATACTTCT
*Wnt5b*	AGATAGGTAGCCGAGAGACTGC	GGTAGCCGTACTCCACGTTG
*Wnt6*	ACGAGCGGATCTCCTCTACG	CGGCACAGACAGTTCTCCT
*Wnt7a*	CCTGGACGAGTGTCAGTTTCA	CCCGACTCCCCACTTTGAG
*Wnt7b*	ATCGACTTTTCTCGTCGCTTT	CGTGACACTTACATTCCAGCTTC
*Wnt8a*	CTCCAGACTCTTCGTGGACAG	ACACTTGCAGGTCCTTTTCGT
*Wnt8b*	GAATTGCCCCGAGAGAGCTTT	GAAGCCCACGTTGTCACTG
*Wnt9a*	ACACCTGGACGACTCTCCC	CTTGTCACCACACGACTCTGT
*Wnt9b*	GGGTGTGTGTGGTGACAATCT	GGCACTTGCAGGTTGTTCTC
*Wnt10a*	CCTGAACACCCGGCCATAC	TTGTGGAGTCTCATTCGAGCA
*Wnt10b*	GAAGGGTAGTGGTGAGCAAGA	GGTTACAGCCACCCCATTCC
*Wnt11*	TCATGGGGGCCAAGTTTTCC	TTCCAGGGAGGCACGTAGAG
*Wnt16*	AGAGTGCAACCGGACATCAG	CGTAGCAGCACCAGATAAACTT
*Gapdh*	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA
Genotyping		
Defa-Cre allele	GCACGTTCACCGGCATCAAC	CGATGCAACGAGTGATGAGGTTC
Wnt3 floxed allele	TTCTTAGATGGGCTTGTGATGTC	TGGCTTCAGCATCTGTTACCTTC

### Mouse study approvals

Mice were housed in barrier facilities and fed a standard AIN-76A diet. All animal procedures were approved by the Institutional Animal Care and Use Committee (Protocol number APN 102011) and were under the oversight of the University of Texas (UT) Southwestern Animal Resource Center.

### Human study approvals

All procedures involving human subjects were reviewed and approved by the Institutional Review Board at UT Southwestern Medical Center (Protocol number STU 082015-016). Archival and de-identified adenoma tissue blocks were retrieved for this study by the Department of Pathology at Parkland Hospital and Health System.

### Adenoma organoid culture

Isolation of the intestinal crypts and subsequent establishment of intestinal adenoma organoids was performed according to established protocols (Sato et al, 2011a; Xue & Shah, 2013). Briefly, intestinal fragments containing adenomas were dissected from *Apc*^*Min*^ mouse and incubated in Chelation Buffer (2.5 mM EDTA in Krebs-Ringer Bicvabonate buffer [138 mM NaCl, 5.6 mM KCl, 2.6 mM CaCl_2_, 1.2 mM MgCl_2_, 4.2 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, and 10 mM Hepes 10% Glucose]) for 60 min at 4°C with continuous rotation. Chelation buffer at this point contained mostly normal epithelial crypts and was discarded. Cold PBS was used to wash remnant adenoma fragments, which were used to extract neoplastic crypts by incubation in Digestion Buffer (2.5% fetal bovine serum, 1 U/ml of penicillin, 1 μg/ml of streptomycin, and 200 U/ml of type IV Collagenase) for 2 h at 37°C with rotation. Single cells were then dissociated by vigorous shaking, collected through a 70-μm cell strainer and re-suspended in 10 ml Advanced-DMEM (advDMEM; Thermo Fisher Scientific). Isolated single cells were embedded in BME media (R&D Systems) at a density of 16,000 cells in 30 μl BME per well and incubated in 24-well culture dishes.

Established organoids were maintained in adenoma culture media consisting of advDMEM supplemented with recombinant mouse EGF (50 ng/ml; PeproTech). Furthermore, the ROCK inhibitor Y-27632 (10 μM; Sigma-Aldrich) was added to the culture media for the first 48 h. Phase-contrast views of the established organoids were captured by a charge-coupled device-equipped microscope (BZ-X700, Keyence). Evaluation of established spheroid-shape adenoma organoids was performed by manually counting the number and determining the size of round organoids using Fiji ImageJ at Day 7.

### Adenoma burden assessment

Intestinal adenoma formation was studied in *Apc*^*Min*^ mice using established protocols (Miyata et al, 2018). Briefly, mice were euthanized at 20 wk of age, and the colon and small intestine were collected and opened longitudinally. The mucosal side was inspected and imaged under a stereoscopic dissection microscope (Stemi 2000-c; Carl Zeiss) to count the number of adenomas and determine their dimensions.

### Intestinal tissue processing and staining

Human and mouse tissue preparation, processing and immunofluorescence staining followed standard protocols (Miyata et al, 2018). Briefly, tissues were fixed in 4% PFA overnight at 4°C. Tissue processing and routine histologic staining (H&E, Alcian blue) were performed by the University of Texas Southwestern Histo Pathology Core. For tissue immunofluorescence staining, paraffin-embedded slides were de-paraffinized, and antigen retrieval was performed in citrate buffer (Sigma-Aldrich) by short heating in a microwave oven. The samples were then incubated in blocking buffer, consisting of PBS supplemented with either normal goat or human serum (depending on the species of primary antibody) for 30 min. Samples were then incubated in a humidified chamber overnight at 4°C with primary antibodies diluted in blocking buffer. The primary antibodies used in our studies include Lysozyme (A009902-2, 1:8,000; Dako), E-Cadherin (AF748, 15 μg/ml; R&D Systems), UEA-1 Lectin (L9006, FITC-conjugated, 1:450; Sigma-Aldrich), GFP (ab13970, 1:1,000; Abcam), Olfm4 (39141S, 1:200; Cell Signaling Technology), Dclk-1 (ab31704, 1:350; Abcam), and Cga (ab15160, 1:200; Abcam). After three washes in PBS, tissue samples were incubated with Alexa Fluor conjugate secondary antibodies and then washed three times in PBS, followed by the addition of Hoechst 33342 nuclear stain and coverslip mounting with SlowFade Gold Antifade reagent (Life Technologies).

### Imaging acquisition and quantification

Bright-field images were acquired with an Optronics Microfire charge-coupled device camera on a Leica DM2000 Upright Compound Microscope at the University of Texas Southwestern Histo Pathology Core. Fluorescent images were acquired using a Nikon A1R (up to 60×/1.4 oil immersion objective lens) confocal microscope. Images were analyzed using Fiji ImageJ (Schindelin et al, 2012) (http://fiji.sc/). Quantification of Paneth cells (Lysozyme^+^ cells), intestinal stem cells (Olfm4^+^ cells), transit amplifying cells (Ki67^+^ cells), Tuft cells (Dclk-1^+^ epithelial cells), and enteroendocrine cells (Cga^+^ epithelial cells) was performed by measuring the area of target fluorescence and normalizing the signal to nuclear fluorescence area (as a measure of cells in the field) and expressing the obtained values as fold change compared with control conditions. The number of Goblet cells in Alcian blue stained sections was manually counted and normalized to the number of crypt units.

### RNA extraction and real-time qPCR

Normal intestine and adenoma samples were collected and stabilized in RNAlater (QIAGEN), and total RNA was extracted using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. For cDNA synthesis, 2–5 mg of the total RNA was reverse transcribed using SuperScript III Reverse Transcriptase (Invitrogen). Real-time RT-qPCR was performed using SYBR Green–based detection (Invitrogen) and a Mastercycler (Eppendorf), per standard protocols (Starokadomskyy et al, 2016). Technical triplicates were used, and data were normalized to the housekeeping gene *Gapdh*. The relative abundance of transcripts was calculated by the comparative ΔΔ*Ct* method. All primer sequences are provided in Table 1.

### RNA sequencing

RNA-seq and data analysis was performed according to established protocols (Starokadomskyy et al, 2016). Briefly, RNA was extracted from RNAlater (QIAGEN) stored adenoma samples with RNeasy columns (QIAGEN) following the manufacturer’s instructions. RNA integrity was determined using a bioanalyzer. Library preparation was performed at the University of Texas Southwestern Medical Center microarray core using the TruSeq RNA sample preparation kit. Sequencing was performed on an Illumina platform HiSeq2500 sequencer. We used CLC Genomics Workbench 7 (QIAGEN) for RNA-seq alignment and statistical analysis of the data. The two-step normalization procedure and the Associative analysis functions were implemented in MatLab (Mathworks).

### Microbiome analysis

To extract ileal mucosa-associated microbiome DNA, 10–15 cm of mouse ileum was dissected, flushed with sterile PBS and enterocytes were isolated using Krebs-Ringer Bicvabonate buffer, as previously reported (Ahmad et al, 2000). DNA was extracted using QIAamp DNA Microbiome Kit (QIAGEN) following the manufacturer’s instructions. Briefly, bacterial DNA was reserved as excess host nucleic acids were depleted with Benzonase incubation, followed by bacterial cell lysis with a mechanical and chemical combination method. Microbial DNA was purified using a QIAamp Mini Column (QIAGEN). For stool content, fresh fecal pellets and ileal liquid content obtained during intestinal dissection were immediately frozen in liquid nitrogen and stored until use, according to standard protocols (Sifuentes-Dominguez et al, 2019). DNA was extracted using QIAGEN power fecal kit according to the manufacturer’s instructions. DNA purity and concentration were measured on a NanoDrop device. Paired-end 16S sequencing was carried out by a commercial vendor (SeqMatic) using an Illumina MiSeq platform. Sequencing data were then subjected to standard QIIME2 pipeline workflow (Bokulich et al, 2018), consisting of pre-processing quality preparation (trimming, demultiplexing, and DADA2 quality filtering), phylogenetic profiling, α and β diversity analysis, sequence alignment, taxonomic assignment and distribution analysis; and differential abundance testing using ANCOM.

### Statistics

In all graphs, the mean is presented, and the error bars correspond to the standard error of the mean. Data for continuous variables involving two groups were analyzed by the unpaired *t* test. For multigroup comparisons, one-way ANOVA analysis was performed using built-in functions in GraphPad Prism7. *P*-values less than 0.05 were considered significant. Statistical analysis of RNA-seq and microbiome analysis data are described earlier.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

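Gene expression was measured by RNA-seq in small intestinal adenomas of 3 *Apc* Min, PC del mice and 3 *Apc* Min, WT mice, 1 library per mouse. The paper's methods name the TruSeq RNA kit, the HiSeq2500 sequencer, CLC Genomics Workbench 7 for alignment and statistics, and a normalization in MatLab whose settings the paper's text does not give. The authors deposited for each library and gene the FPKM, scaled by the authors for gene length and library size. The authors also deposited TPM, scaled to a sum of 1000000 per library, and the mean read coverage of each gene, which is not scaled. The program and annotation behind these values are not named in the paper's text, and the gene positions match GRCm38.

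The values were read per gene, and FPKM or TPM of separate entries of one gene were summed, giving 48440 genes, of which 27208 were above 0 in at least 1 library. Coverage was used only for the depth of each library, between 5.407 and 5.876 gigabases of aligned sequence. The read length is not used here, so read numbers, counting intervals and detection floors were not derived. Differences between libraries in depth were small, and the 10 most abundant genes took between 11.4% and 14.3% of the FPKM.

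The comparison of the genotypes used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(FPKM + 1), for the 14240 genes with a mean FPKM of at least 1 over the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by an exact two-sided permutation test of the 6 libraries, whose smallest possible p is 0.1. Gene sets written before the data were examined were tested with limma's camera, with the inter-gene correlation estimated from the data, over 20 sets. Genes near the Cre allele were compared with genes elsewhere by Fisher's exact test. The position of *Defa4* itself was not used here, and the defensin cluster on chromosome 8 (19422506 to 21750000) stood in for it, a change from the test as first planned. Defensin genes were found by their symbol in the files or by the current symbol of the same gene identifier. Shared sequence between genes was measured as the percent of a gene's 31-mers, on either strand, that transcripts of another gene in GENCODE's mouse annotation of GRCm38 also hold.

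The gene fit and the region test were tested on simulated data. Each gene had its real mean and the spread typical of genes near that mean, not its own spread. Of 200 genes changed by 2 on the log2 scale, 100% were recovered at an adjusted p under 0.05, and 10 of 14040 unchanged genes were called. With nothing changed, 0 of 14240 genes were called and 4.87% had an unadjusted p under 0.05. With 20 genes near the defensin cluster changed by 2, the region test gave a Fisher's exact p of 5.65e-09, and 0.363 with nothing changed. The search for shared 31-mers, run on made-up sequences, found the 70 that a pair of them shared by construction. The simulated libraries share no variation between genes, unlike real tissue. They also hold no genes with more spread than others of similar mean, so the 100% recovery does not carry over to such genes. In the real libraries *Defa21*, at a log2 fold change of -2.98, did not pass (limma adjusted p = 0.309). The simulated tests were written after a first look at the real values. Those of the region test and of the 31-mer search were added after the real results.

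The genes named are those the paper names for these adenomas (text and legible labels of Fig 5C), the 19 Wnt genes and the stem cell genes of the RT-qPCR panel, members of the gene sets, and the 5 largest rises and falls. Since fewer than 10 genes passed the threshold, the last rule was applied to genes with an unadjusted p under 0.05 whose groups do not overlap. The alternatives tried were a pseudocount of 0.1, no filter, a minimum mean FPKM of 5, quantile normalization, TPM, centring on the median log2 ratio, eBayes without the trend, array quality weights, each library left out in turn, a score of Y-linked genes as a covariate, windows of 5 and 20 Mb, and a fixed inter-gene correlation of 0.01. Alternatives added after the data were seen are named as such. The paper's primer list describes its *Defa* primers as global, and the sum of all defensin genes was set beside that RT-qPCR value. A model of read counts was not run, since the values are not counts. The RT-qPCR, microbiota, histology and tumor count data of the paper were not analysed here.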

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

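The tests in this part, of gene copies and of neighbouring genes, were written before their own results were seen. The patterns they address and many gene values were already known by then.

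*Hist2h2aa1* was listed at a mean of 12.8 FPKM in the *Apc* Min, PC del adenomas and at no more than 0.010 FPKM in each WT adenoma. It stands out because the signal is above the level in every control library, and the gene appears in Fig 5C but is not discussed in the paper's text. *Hist2h2aa2*, which shares 89.6% of its sequence, was listed at 0 in all 6 libraries. A technical explanation is that reads moved between copies. The FPKM of *Hist2h2aa1* and the 4 genes that share at least 50% of its 31-mers, summed, still differed by 1.30 on the log2 scale, from 8.37, 7.02 and 6.68 in the WT libraries to 17.7, 18.2 and 22.8 in the PC del libraries. FPKM is scaled for gene length, so this sum can change when reads move between copies of unequal length, and it leaves out genes that share less, such as *Hist1h2al* (44.4%) and *Hist2h2ac* (38.1%). The rise therefore cannot be told apart from reads moving between copies. A strain variant in the region was tested on the 261 tested genes within 10 Mb, of which 1.15% had an unadjusted p under 0.05 against 3.41% of the genes elsewhere (Fisher's exact test, p = 0.0377, fewer rather than more). A variant that acts on this gene alone may remain, and the pattern cannot be told apart from that either. *Hist2h2aa1* passed the adjusted threshold in each of the 14 alternatives without a covariate.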

How the results depend on the processing

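The alternatives were set before the data were examined, apart from the enterocyte score as a covariate, all those of the non-defensin PC marker set, the defensin set by the files' own symbols, and the region test without genes that share sequence with a defensin, which were chosen after seeing the data. No paired analysis was possible because the libraries carry no numbers that link the genotypes.

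The log2 fold changes of *Defa21*, *Defa22*, *Lyz1* and *Wnt3* stayed negative under the 15 alternatives tried for each. They ranged from -3.37 to -2.65 for *Defa21*, from -3.14 to -2.45 for *Defa22*, from -1.09 to -0.74 for *Lyz1* and from -0.90 to -0.41 for *Wnt3*. *Defa21*, *Lyz1* and *Wnt3* passed the adjusted threshold under none of them, with adjusted p between 0.0601 and 0.599, between 0.243 and 1.0, and between 0.305 and 1.0, respectively. *Defa22* passed in 1 of the fits that each left out a library (without WT library QC4, log2 fold change -3.14, adjusted p = 0.0472 within a range of 0.0472 to 0.599), and ranged from -3.14 to -2.45 across these fits. The 28 genes of Fig 5C kept the direction of the figure under the alternatives that kept all 28, and the 22 left at a minimum mean FPKM of 5 did too.

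The number of genes past the adjusted threshold fell from 2 to 1 without the filter on low values and to 1 with median centring, and ranged from 1 to 5 across the 6 fits that each left out a library. It stayed at 2 with the Y-linked gene score as a covariate. *Rab43*, with an adjusted p of 0.0109, was above the threshold in 6 of 15 alternatives. Its adjusted p was 0.0569 without the filter and 0.0535 with median centring, and without PC del libraries QC3, QC8 and QC10 and WT library QC5 it was 0.0615, 0.0622, 0.0890 and 0.0535, within a range of 0.00257 to 0.0890. The number with an unadjusted p under 0.05 was 976 without the filter, 260 at a minimum mean FPKM of 5, 1270 with array quality weights and 820 without library QC6, against 481. The share of these that were higher in PC del adenomas was 79.8%, 88.0% with TPM (520 higher and 71 lower), 58.9% with quantile normalization, 61.4% with median centring, 63.5% with array quality weights and 59.4% without library QC6. Array quality weights gave library QC6 a weight of 0.237 and library QC5 one of 3.09. The cause was not tested.

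Camera's p-values come from a model across genes, while the exact two-sided permutation of the 6 libraries gave p = 0.1 for the defensin set, the smallest value possible. The camera p of this set rose from 0.0237 to 0.0528 without the filter, 0.0505 with median centring and 0.0887 with array quality weights. Across the 6 fits that each left out a library it ranged from 0.00667 to 0.151. The set was lower in each of these fits. Of the other marker gene sets, 0 passed a Benjamini-Hochberg adjusted p of 0.05 with the correlation estimated and 7 with it fixed at 0.01. The Wnt target set was higher, with a camera p of 0.719 (exact two-sided permutation test, p = 0.8), and turned lower with array quality weights (camera p of 0.924) and without library QC6 (camera p of 0.607). Across the 6 fits that each left out a library its camera p ranged from 0.353 to 0.868.

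Near the defensin cluster, the share of genes with an unadjusted p under 0.05 exceeded that elsewhere by 4.30 percentage points, by 1.59 points without the filter, by 0.62 points with array quality weights, and by 1.88 to 6.76 points across the 6 fits that each left out a library. With genes that share sequence with a defensin left out as well, it was 1.70 points. Windows of 5 and 20 Mb gave 8.23 and 3.12 points. The non-defensin PC marker set, with a camera p of 0.145 (exact two-sided permutation test, p = 0.6), was past 0.05 in 2 of its 15 alternatives. Camera's p was 0.0128 (adjusted p = 0.257) without PC del library QC8 and 0.00273 (adjusted p = 0.00779) with the inter-gene correlation fixed at 0.01, within ranges of 0.00273 to 0.421 and, adjusted, 0.00779 to 0.981. Its mean log2 fold change was 0.05 without PC del library QC10 and negative in the others. The detoxification set was no longer past 0.05 in 4 alternatives, and *Gm15293* and *H2-T10* each passed the adjusted threshold in 1.

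Depth was similar between the libraries and does not separate the genotypes. With 3 mice per group the exact test of a single gene cannot go below 0.1, whatever the depth.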

Differences from the paper's values

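The paper's values come from RT-qPCR and those set beside them from the RNA-seq libraries. The paper gives *Wnt3* as 10-fold *Wnt4* in adenomas, and the ratio of their mean FPKM in WT adenomas was 2.42. None of the alternatives set before the data were examined closed the gap, with ratios between 1.90 and 4.10. Some of them cannot change a ratio of mean FPKM by construction, and so did not test the gaps in such ratios given here. These are the other pseudocount, the other filters, eBayes without the trend and array quality weights. Leaving out a PC del library is also without effect where only WT libraries enter the ratio. *Lyz1* in PC del adenomas was about 0.28 of control in Fig 4H, read by eye, and 0.515 by FPKM, and none of the alternatives set before the data were examined closed the gap. *Defa* in PC del adenomas was about 0.2 of control in Fig 4G, read by eye, and the summed defensin genes were at 0.391 by FPKM. Of the 14 alternatives set before the data were examined, 1 put the difference within the spread of the libraries, leaving out WT library QC4 (0.309, SD 0.125). Leaving out PC del library QC8 came closer (0.301) but outside its smaller spread (SD 0.0318). The other alternatives were further away, with the largest ratio, 0.570, without WT library QC6. None reached the paper's value.

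In percent of *Wnt5a* in WT adenomas, Fig S5A gives about 42 for *Wnt5b*, about 33 for *Wnt16*, about 27 for *Wnt10b*, about 26 for *Wnt10a* and about 9.5 for *Wnt3*, read by eye. The ratios of mean FPKM were 21.2% for *Wnt5b*, 0% for *Wnt16* (listed at 0 in each WT library), 0.514% for *Wnt10b*, 7.41% for *Wnt10a* and 40.0% for *Wnt3*. Of the alternatives set before the data were examined, leaving out WT library QC4 brought *Wnt5b* to 33.4%, within 1.5-fold of the paper's value. For *Wnt3* the gap stayed under each of them, with values between 29.4% and 62.3%. Without WT library QC6 the value was 37.8%, and the difference was within the spread only because that had grown (SD 35.4, against 25.1 with all libraries). For *Wnt16*, *Wnt10b* and *Wnt10a* none of the alternatives set before the data were examined closed the gap.

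Fig 5C presents its genes as the top differentially expressed ones. Of the 28 legible genes, limma with Benjamini-Hochberg adjustment over all genes called 2. Without WT library QC4, it called 3, *Defa22* (adjusted p = 0.0472) among them. The paper states that *Wnt4* was reduced in PC del adenomas. Its FPKM was 0.583, 0.752 and 0.601 in PC del libraries and 0.309, 0.785 and 1.34 in WT libraries, with overlapping groups (exact two-sided permutation test, p = 0.7).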

Other observations

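Of the tests in this part, those of Wnt target genes, of interferon response genes, of the WT library with the most enterocyte signal and of genes that share sequence with a defensin were chosen only after the result was seen.

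The genotypes were not the main division among the 6 libraries. Of the 10 ways to split them into 3 against 3, 3 gave at least the 2 genes at an adjusted p under 0.05 that the genotypes gave, and 7 gave at least as many genes at an unadjusted p under 0.05 (481 by genotype, 1116 at most). The Fig 5C genes were different in this respect, as 1 of the 10 splits, the genotypes, gave all 28 at an unadjusted p under 0.05, and the other splits gave between 0 and 2. The list was selected on the genotypes, so this was fixed in advance. For the defensin set, 1 of the 10 splits gave a camera p as small, for the other marker sets 3 of 10, and for the region of the defensin cluster 1 of 10. With 10 splits no share can fall under 0.1, so these counts could not have excluded grouping by chance, whatever the values.

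More genes were higher than lower in PC del adenomas at an unadjusted p under 0.05. The share of higher genes was 61.4% with each library centred on its median log2 ratio and 88.0% with TPM, so it depends on the scaling. Centring moves this share by construction, so scaling between libraries could neither be shown nor excluded. WT library QC6 had the lowest correlation with the others (0.960 to 0.967 on the log2 scale) and the highest mean of the enterocyte genes (8.51 against 7.26 and 7.46 in the other WT libraries). No biological explanation was tested for this library.

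The decrease of *Defa21*, *Lyz1* and *Wnt3* might reflect more normal epithelium in the WT samples. With the mean of the enterocyte set as a covariate, the log2 fold change was -0.55 for *Wnt3*, -2.99 for *Defa21* and -0.96 for *Lyz1*, close to the values without it. Their mean differed by only 0.03 on the log2 scale between the genotypes, and the WT libraries were at 7.26, 7.46 and 8.51 against 7.66, 7.90 and 7.74 in the PC del libraries, so the covariate had little to correct. As a group the WT libraries did not have more of this signal (exact two-sided permutation test, p = 1.0). Without QC6, the WT library with the most of it, the other WT libraries lay below every PC del library in this mean, and the log2 fold change was still -0.70 for *Wnt3*, -2.93 for *Defa21* and -0.87 for *Lyz1*. This goes against more normal epithelium in the WT samples, as far as the enterocyte genes measure it, with 2 WT libraries left. The genotype is designed to remove PC lineage cells, and the paper reports fewer of them in such adenomas by lysozyme staining. It also reports lower *Defa* and *Lyz1* there by RT-qPCR. Whether that loss accounts for the lower values in these libraries was not tested here, and other technical explanations were not excluded.

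If lower *Wnt3* reduced Wnt signalling in the adenomas, genes activated by Wnt signalling could be lower. The 24 tested Wnt target genes had a mean log2 fold change of 0.11 (camera p = 0.719, adjusted p = 0.872 over 20 sets; exact two-sided permutation test, p = 0.8), with the direction reversed under 2 alternatives. No decrease was detectable with 3 mice per group. By the paper's introduction, *Apc* mutations imitate Wnt activity without the ligand, so these genes need not follow *Wnt3* in *Apc* Min adenomas. The set therefore cannot show whether lower *Wnt3* had an effect. Of the stem cell genes measured by RT-qPCR elsewhere in the paper, the log2 fold change in adenomas was 0.04 for *Lgr5* (exact two-sided permutation test, p = 1.0), 0.44 for *Olfm4* (p = 0.5), -0.14 for *Ascl2* (p = 0.5) and -0.06 for *Bmi1* (p = 0.9).

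The defensin genes fell by different amounts, from a log2 fold change of -2.98 for *Defa21* to 0.04 for *Defa35* (listed as *Gm10104*) and 1.28 for *Defa27* (listed as *Gm15299*), with 22 of 24 genes lower, or 23 with median centring. Reads shared between paralogs are one possible explanation. Across the 24 genes, which are not independent replicates, the percent of shared 31-mers did not correlate with the log2 fold change (permutation p = 0.183). A strain variant is another, since the *Defa4-Cre* allele was made in 129 embryonic stem cells and is carried only by PC del mice. Within 10 Mb of the cluster, defensin genes left out, 8 of 106 tested genes (7.55%) had an unadjusted p under 0.05 against 3.25% elsewhere (Fisher's exact test, p = 0.0231). Of the 8, 3 (*Gm15293*, *Gm7849* and *Gm7861*, named after their values were seen) share sequence with defensin genes. With such genes left out the shares were 4.95% and 3.25% (Fisher's exact test, p = 0.387), so the difference rests on them. The 5 genes that remain are not all free of shared sequence. *Gm21811*, *Gm21092* and *6820431F20Rik* share 95%, 93.3% and 24.5% of their 31-mers with other genes, and *Adgra2* and *Fgfr1* share 0.7% and 3.7%. The 3 genes that share sequence with defensins fell as most defensins did (log2 fold changes -2.38, -2.35 and -2.35). The 5 genes that remain rose by 0.31 to 0.43. Linked 129 sequence therefore cannot be told apart from shared reads in this region, or from a fall of the 3 genes together with the defensins. A variant within the cluster remains open.

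*Rab43* was lower in every PC del adenoma. With the FPKM of the genes that overlap it or share its sequence added, the log2 difference was -2.13. FPKM is scaled for gene length, so this sum cannot exclude reads moving between these genes. Gm45140, which shares sequence with *Rab43*, was at 1.45 and 1.58 FPKM in PC del libraries QC3 and QC8. It was at 0.021, 0.014 and 0.514 FPKM in WT libraries QC4, QC5 and QC6. In PC del library QC10, where *Rab43* was also low, Gm45140 was at 0.013 FPKM, so it showed no gain there. Of the 138 tested genes within 10 Mb of *Rab43*, 2.17% had an unadjusted p under 0.05 against 3.38% elsewhere (Fisher's exact test, p = 0.633). A variant in *Rab43* alone may remain.

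Several H2 class I genes were higher in PC del adenomas, and they were chosen after their values were seen. *H2-T10* rose from 1.40 ± 0.072 to 4.06 ± 0.308 FPKM (SD, n = 3; log2 fold change 1.08, adjusted p = 0.101 from limma) and *H2-Q7* from 11.4 ± 1.56 to 20.9 ± 0.727 FPKM (SD, n = 3; log2 fold change 0.82, limma adjusted p = 0.575). With array quality weights, *H2-T10* passed at an adjusted p of 0.0345, within a range of 0.0345 to 0.530 over its alternatives. An interferon response is a candidate explanation, but the interferon response set was not higher beyond chance (camera p = 0.554; exact two-sided permutation test, p = 0.5). A strain variant in the region could also raise them. Of the 272 tested genes within 10 Mb of *H2-Q7*, H2 genes left out, 4.78% had an unadjusted p under 0.05 against 3.30% elsewhere (Fisher's exact test, p = 0.171), so a variant limited to these genes cannot be excluded.

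A set of detoxification genes without the *Gsta* genes of Fig 5C was lower (mean log2 fold change -0.14, adjusted p = 0.168 from limma's camera over 20 sets; exact two-sided permutation, p = 0.1).

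The 5 largest rises among genes with an unadjusted p under 0.05 and no overlap were *Hist2h2aa1*, *Nos2*, *A2m*, *Ighv1-66* and *Igkv4-69*, and the 5 largest falls were *Defa21*, *Defa22*, *Gm15293*, *Defa2* and *Rab43*. Except for *Hist2h2aa1* and *Rab43*, none passed the adjusted threshold. Reads from Y-linked genes placed libraries QC3 (PC del) and QC6 (WT) as male, with *Ddx3y* at 8.22 and 7.43 FPKM and at most 0.195 FPKM in the other 4, so each genotype held 1 male and 2 female mice.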
